# Effect of milk fat globules on growth and metabolism in rats fed an unbalanced diet

**DOI:** 10.3389/fnut.2023.1270171

**Published:** 2024-01-11

**Authors:** Nurit Argov-Argaman, Hodaya Altman, Jerome Nicolas Janssen, Seman Daeem, Chen Raz, Ronit Mesilati-Stahy, Svetlana Penn, Efrat Monsonego-Ornan

**Keywords:** milk and dairy products, metabolism, lipids, bone, milk fat globule (MFG)

## Abstract

We assessed the effects of supplementing milk fat globules (MFG) on the growth and development of the skeleton in rats fed a Western unbalanced diet (UBD). The UBD is high in sugar and fat, low in protein, fiber, and micronutrients, and negatively impacts health. The MFG—a complex lipid-protein assembly secreted into milk—has a unique structure and composition, which differs significantly from isolated and processed dietary ingredients. Rats consuming the UBD exhibited growth retardation and disrupted bone structural and mechanical parameters; these were improved by supplementation with small MFG. The addition of small MFG increased the efficiency of protein utilization for growth, and improved trabecular and cortical bone parameters. Furthermore, consumption of UBD led to a decreased concentration of saturated fatty acids and increased levels of polyunsaturated fatty acids (PUFA), particularly omega-6 PUFA, in the serum, liver, and adipose tissue. The addition of small MFG restored PUFA concentration and the ratio of omega-6 to omega-3 PUFA in bone marrow and adipose tissue. Finally, large but not small MFG supplementation affected the cecal microbiome in rats. Overall, our results suggest that natural structure MFG supplementation can improve metabolism and bone development in rats fed an UBD, with the effects depending on MFG size. Moreover, the benefits of small MFG to bone development and metabolism were not mediated by the microbiome, as the detrimental effects of an UBD on the microbiome were not mitigated by MFG supplementation.

## Introduction

Consumption of milk at all ages, but especially in infancy and childhood, affect the microbiome, metabolism, and growth. Differences in bone quality have been associated with the consumption of breast milk vs. infant formula during infancy, as well as with the consumption of milk and dairy products in childhood [reviewed by Yackobovitch-Gavan et al. (1)]. The exact mechanism is not clear and contradictory results are often reported. While the source of protein and carbohydrates in infant formula is usually bovine or caprine milk and fermented sugars, plant-derived oil generally provides the fat. The fat fraction in milk differs fundamentally from oil, and effort has therefore been invested in mimicking the composition and structure of milk fat in infant formula (2). Milk fat consists of over 400 different fatty acids (FA), phospholipids, cholesterol, and glycoconjugates, which are secreted in a complex and unique macrostructure termed milk fat globule (MFG) (3) which is profoundly different from plant derived oils. This structure is common to milk of all mammalian species, including human, bovine, caprine, and murine. The MFG consists of a triglyceride core enveloped by a trilayer of proteins and polar lipids termed MFG membrane (MFGM) (3).

MFGM supplementation has been found to ameliorate hyperglycemia and improve glucose metabolism in the liver and skeletal muscle of mice with type 2 diabetes induced by a high-fat diet and streptozotocin (4). It has also been found to reduce weight gain in rats when supplemented to a high-fat diet (5), and to reduce inflammatory markers in obese human subjects (6). Health-promoting effects of MFGM have also been demonstrated specifically in the gut, including alleviation of foodborne infections (7) and decreased rates of gut infection in infants (8–10), as well as improved microbiome, as manifested by reduced gut colonization by a Listeria strain in adult rats (11), and reduced opportunistic pathogens in the gut of pre-weaned mice (12, 13). MFGM supplementation has also been found to protect probiotic bacteria, such as lactobacilli, from digestive processes and bile stress in rats (14).

One of the complexities conferred by the structure of milk fat is the diversity of MFG sizes, ranging from the nanometer scale to over 15 μm with an average size of ~3.6 μm, and the close association between MFG size and composition (15, 16). Specifically, smaller globules have a relatively higher mass ratio of MFGM (16), and may therefore exert bioactivities that differ from those of larger globules. The first physiological role assigned to the size of natural, intact MFG was in modulating *Bacillus subtilis* metabolism, growth, and the ability to form biofilm (17). The role of size has also been demonstrated as lower fat accumulation in mice that received large artificial lipid droplets coated with milk polar lipids instead of a standard formula with oil as the lipid source (18).

The effects of an unbalanced diet (UBD) during childhood on metabolic and growth trajectories have been well documented. The Western UBD (19) is characterized by high fat and low protein, fiber, and micronutrients (20, 21). Its consumption promotes all forms of malnutrition, and is associated with overweight and obesity (22–25), as well as stunting (26–29). The UBD is also associated with dysbiosis—a condition that changes the composition and diversity of the gut microbiome (30), and among others, correlates with the production of proinflammatory cytokines regulating osteogenic cells (31, 32). In rats, it has been shown to influence hormonal somatotrophic (GH/IGF1) axis activity to drive bone growth and bone mass (33–35). In addition, short-chain FA produced by the gut microbiome may directly affect dietary calcium absorption and hence bone mineralization (36). Although the impact of UBD on metabolism and growth was extensively studied, the impact of such diets as a whole on skeletal development are scarce (30, 37, 38).

Taken together, these data suggest that an UBD affects bone quality both directly and indirectly through modulation of the gut microbiome, inflammatory status, calcium absorption, and overall metabolism. The consumption of milk’s structured lipids may alleviate these conditions since it was demonstrated that it can affect microbiome and consequently inflammatory state of the gut. Since the relative abundance of polar lipids is heavily dependent on the MFG size, we aimed to investigate the role played by MFG size in regulating growth, metabolism, and bone development under UBD. We hypothesized that the native macrostructure of MFG plays a role in bone development, and may contribute to bone quality when supplemented to an UBD. In addition, we hypothesized that MFG size has a distinct role in microbiome remodeling and consequently, in bone development. The current study contribute to our understanding of the importance of the macrostructure and food matrix, which have a role in growth development and health at early stages of life, specifically under unbalanced, deficient diet.

## Materials and methods

### Experimental design

In order to evaluate the influence of UBD on skeletal development, a 6-week long experiment was conducted on Sprague–Dawley (SD) rats after weaning (from 3 to 9 weeks old). This time frame was selected in order to mimic the human growth period up to sexual maturity (39). Female SD rats (*n* = 32, Harlen Laboratories, Rehovot, Israel) were housed in standard environmental conditions, with 12 h light: 12 h dark cycle, a controlled temperature (23°C ± 1°C) and *ad-libitum* access to water and food. After 4 days of adaptation to normal chow diet, we randomly divided the rats into 4 groups (Figure 1). The first, the control, received a normal diet as recommended for growing rats (30). The other three received an UBD with low protein (10% of kcal), low mineral and vitamin (50% of the recommended amount) and high fat (25% of kcal): UBD group (UBD) that served as a reference for growth under nutritional deficiencies; UBD supplemented with small MFG group (UBD + small MFG); and UBD supplemented with large MFG group (UBD + large MFG). Throughout the experiment body mass (g) and food intake (g) were measured twice a week. Additionally, rat’s length (cm) was evaluated once a week.

**Figure 1:**
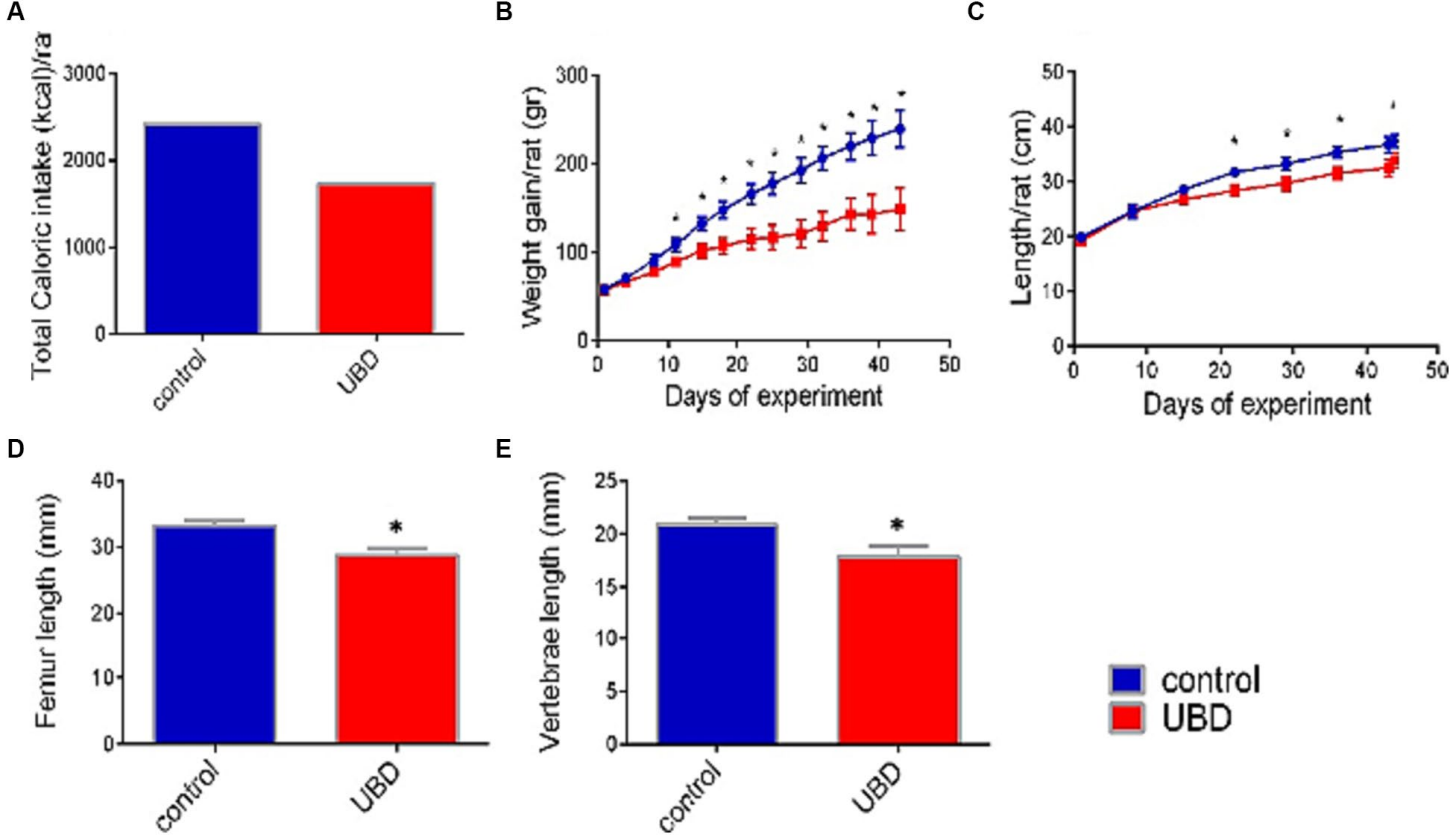
Effect of UBD on rat growth pattern and caloric intake during the experiment. **(A)** Total caloric intake (kcal/rat). **(B)** Weight gain (g/rat). **(C)** Longitudinal growth (cm/rat). **(D)** Femur length (mm). **(E)** Vertebrae length (mm). **(A)** Values are expressed as mean of 2 cages for each diet and calculated for the estimated consumption for rat. **(B–E)** Values are expressed as mean ± SD of *n* = 8 rats/group. Asterisk indicate significant difference (*p* < 0.05) by one-way ANOVA followed by Tukey’s test.

At the end of the experiment, 9 weeks post-partum, rats were sacrificed, serum samples were stored at −80°C and various organs (intestine, liver, fat tissue, femur, tibia) of the rats were harvested for further analyses (38).

### Diet preparation and composition

The control group received a diet based on the recommendations of the American Institute of Nutrition (AIN)-93G formulated for the growth phase of rodents: 16% caloric from fat, 63.5% caloric from carbohydrate, and 20.5% caloric from protein (40) (Table 1). The other groups received an UBD with caloric composition: 25% fat, 65% carbohydrates and 10% protein (Tables 1, 2) and 50% of vitamin and mineral mix. Due to the higher levels of fat in the UBD, the diets were not isocaloric, UBD contains 3.8 kcal/g and control diet 3.49 kcal/g.

**Table 1:** Macronutrient and mineral composition of the experimental diets.

	Control diet	Unbalanced diet
Ingredient	g/kg diet	g\kg diet
Cornstarch	397	438.7
Casein (≥85% protein)	200	105
Dextrinized cornstarch (90%–94% tetrasaccharides)	132	145.7
Sucrose	100	110
Soybean oil	70	118.8
Fiber	50	54
Mineral mix (AIN-93G-MX)	35	18.9
Vitamin mix (AIN-93-VX)	10	5.4
L-Cystine	3	1.6
Choline bitartrate (41.1% choline)	2.5	1.34
Tert-butylhydroquinone	0.014	0.015

**Table 2:** Caloric composition of the experimental diets.

	Control diet		Deficient diet	
Ingredient	Kcal/kg	% Kcal	Kcal\kg	% Kcal
Cornstarch	1,402	63.5	1559.4	65
Dextrinized cornstarch (90%–94% tetrasaccharides)	465.5		518	
Sucrose	352.7		392	
Casein (≥85% protein)	705	20.5	374	10
L-Cystine	10.6		5.6	
Soybean oil	555.5	16	949.9	25
Total calories	3491.3		3,799	
Kcal\g	3.49		3.799	

Values are expressed as kcal per Kg diet including the addition of water.

Food consumption was collected from 2 cages per experimental group, with 4 rats in each cage. The constellation chosen for the experiment, as required by ethics, does not enable the calculation of significance in food consumption. The other measurements (anthropometric, bone parameters, fat analyses and microbiome) were done on each rat separately (*n* = 8) thus allowed the statistical analyses. Food efficiency was calculated by the added BW of each rat divided by the average caloric intake, protein, fat, or carbohydrate consumption. The measurements of food consumption in each cage were used to calculate these parameters (which varied between the different diets).

### Milk fat globules preparation

Raw milk of a commercial herd containing 300 dairy cows, was separated by conventical milk separator (Beit El, Binyamina) to cream (large MFG) and skim (small MFG). Solid composition was determined by near infra-red spectroscopy (Lactoscan, FOSS). MFG size was determined in both fractions using light scattering (Mastersizer, Malvern, United Kingdom). The average diameter of large MFG was 3.4 μm and the small MFG was 2.4 μm. The concentration of fat was normalized with water to reach the level of 1.48 and 2.2 g/100 mL solution, and 1 mL was administrated daily by oral gavage to experimental animals. The protein and lactose composition was 5.8 and 5.4 g/100 m for the small MFG supplement and 0.46 and 0.33 g/100 mL for the large MFG.

### Bone microarchitecture

Femora were scanned using a Skyscan 1,174 (Skyscan, Bruker, Belgium) X-ray computed micro-tomography device. Images were obtained at 50 kV X-ray tube voltage and 800 μA current, using a 0.25 mm aluminum filter, 4,000 ms exposure time, and 15 μm optical resolution. For each specimen, a series of 900 projection images were obtained (a rotation step of 0.4°, averaging 2 frames, for a total 360° rotation). A stack of 2-D X-ray shadow projections was reconstructed to obtain images using NRecon software (Skyscan, Bruker, Belgium). Next, images were subjected to morphometric analysis using CTAn software (CT Analyser 1.13.5.1, Skyscan, Bruker, Belgium). Morphometric parameters were calculated as suggested by recent guidelines for bone microstructure assessment. To analyze the diaphyseal cortical region, 200 slices, centered at the mid diaphysis, equivalent to 2.764 mm, were chosen. Global grayscale threshold levels for the cortical region were between 71 and 255. For the trabecular region, a total of 150 slices, equivalent to 2.073 mm of the bone, were selected, and adaptive grayscale threshold levels between 58 and 255 were used. Two phantoms with known density (0.25 and 0.75 g/cm3) were scanned under the same conditions of the femora samples allowing to measure the cortical diaphysis BMD (bone mineral density); quantification were carried out using CTAn software (41, 42). The 3rd–5th lumbar vertebrae were scanned and analyzed as well. The spatial resolution was 18 μm and the total rotation was 180°, except that all other parameters were identical to the femoral scans. The region chosen for the analysis was manually selected and consisted of 120 slices of the 5th vertebra starting from the proximal end-plate. Adaptive grayscale threshold levels between 66 and 255 were selected for the analysis of the trabecular vertebral region.

The length of the femora and 3rd–5th segments of the lumbar vertebrae were measured using the Micro-CT device prior to the scans. By using the Amira software (v.6.4, FEI, Hillsboro, OR, United States) reconstructed scans were volume-rendered to visualize the 3D morphology and BMD variation using visualization, of the selected sample from each group.

Three Point Bending for Bone Mechanical Analysis Femora were tested using an Instron mechanical tester (Model 3345). Each bone was placed within a custom-built saline containing testing chamber and on two supports having rounded profiles (2 mm in diameter), so that the supports were in touch with the posterior aspect of the diaphysis. The distance between the stationary supports was set to 10 mm, to ensure that the relatively tubular portion of the mid-diaphysis rests on these supports. A pronged loading device was applied to the anterior surface of the bones, precisely in the middle between the two supports. First, an initial preload of 0.1 N was applied to hold the bone in place; following that, the prong was advanced at a constant rate of 600 μm/min, loaded up to the fracture point, identified by a sudden >20% decrease in load (42).

Force-displacement data were collected by Instron software BlueHill (version 2.0, Instron Corporation, Norwood, Massachusetts, United States) at 10 Hz. The resulting force-displacement curves were used to calculate bone stiffness, bone yield point, load of fracture, maximal load and area under the curve was measured to calculate the total energy to fracture (E to F) (43).

### Histological analysis

Tibial growth plates (GPs) were fixed overnight in 4% paraformaldehyde (Sigma, United States) followed by 2 weeks of decalcification in 0.5 M EDTA pH 7.4. The samples were then dehydrated and transferred into histoclear (Bar-Naor) and subsequently, embedded in paraffin. Transverse tissue sections of 5 μm were prepared with Leica microtome (Agentec, Israel). For H&E histological staining, sections were deparaffinized and rehydrated (44), and stained in hematoxylin solution followed by eosin The sections for all histological analyses were dried and mounted with DPX mounting for histology. The thickness of total GP was measured using the Cell A software (Olympus) with a measuring tool feature at 10 selected locations throughout the GP in 4 different samples at each group. For imaging, the stained sections were viewed by the light microscopy Eclipse E400 Nikon. Images were captured by a high-resolution camera (DP71 Olympus), controlled by Cell A software (Olympus) (45).

### Fatty acids analysis in tissues using gas chromatography

Analysis of FA composition of the MFG, diets, liver, adipose tissue and bone marrow tissue samples were performed by the laboratory of Dr. Nurit Argov-Argaman as described (16). At the day of analysis, food dumpling from the control and the UBD were grinded and 125 mg were taken to analysis. In addition, the liver and serum were slowly thawed to room temperature. 200 mg of liver tissue and 250 μL of serum were taken to analysis. Adipose tissue was collected from the visceral fat. At the day of the analysis, adipose tissue was slowly thawed to room temperature, and 150 mg was taken from the tissue. Bone marrow was isolated from the right tibiae. Tibiae were cut at the end of the distal epiphysis and centrifuged for 1 min in 15,000 g. bone marrow was collected, weighted and stored at −20°C until analysis. Before analysis, all tissues were grinded with tissues grinder.

Gas chromatographic (GC) analysis was performed in a GC (Agilent Technologies, Santa Clara, CA) equipped with a fused-silica capillary column (60 m × 0.25 mm ID, DB-23, Agilent) as previously describe (3). Peaks were identified by comparison with retention times of two external standards: for polyunsaturated FA (PUFA), PUFA-2 (Sigma Aldrich Israel Ltd., Rehovot, Israel), and a FAME C8:0 to C24:0 mix (Supelco, Bellefonte, PA, United States). FA with the same chemical composition were grouped (sum of mol% values) into saturated FA (C8:0-C24:0). MUFA (C16:1n-7, C18:1n-9, C18:1n-7, C20:1n-9, C22:1n-9) and PUFA (C18:2n-6, C18:3n-6, C18:3n-3, C20:4n-6, C20:5n-3, C22:4n-6, C22:6n-3). In addition, FA were grouped into omega-3 (C18:3n-3, C20:5n-3 and C22:6n-3) and omega-6 (C18:2n-6, C18:3n-6, C20:4n-6 and C22:4n-6) FA.

### Microbiome analysis

On the sacrifice day, caecum from of 30 rats (*n* = 7 rats/group for control and UBD + large MFG, and *n* = 8 rats/group for UBD and UBD + small MFG) was collected and stored at −80°C. 0.25 g of defrosted caecum content was extracted using the QIAamp PowerFecal kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The DNA extraction was stored at −80°c until sent in dry ice to the University of Illinois in Chicago for 16S rRNA sequencing of the V4 region using 515F–806R primers. The DADA2 amplicon workflow (v1.24) (46) was used to process forward and reverse reads. Taxonomy was classified using DECIPHER (v2.24) and the RDP (v18) training set. Alpha- and beta diversity were assessed using the phyloseq (v1.40) and vegan (v2.6.4) packages. Phylogentic tree for PCoA weighted UniFrac analysis was calculated with FastTree (v. 2.1.11) using standard parameters. DESeq2 (v1.36.0) was used for differential abundance analysis and results were plotted using pheatmap (v1.0.12), excluding bacteria not classified on genus level. The 16S rRNA datasets are available at NCBI Gene Expression Omnibus (GEO), GEO accession: GSE239878.

### Statistical analysis

All data is expressed as mean ± SD. The significance of differences between groups was determined using JMP 14.0.0 Statistical Discovery Software (SAS Institute 2000) by one-way analysis of variance. Differences between groups were further evaluated by the Tukey–Kramer HSD test, considered significant at *p* < 0.05. Microbiome analysis was conducted under the following conditions: For distribution of the bacterial taxa at the phylum level only amplicon sequence variants (ASVs) passing the minimum frequency of 1% were included. Alpha diversity was calculated using the Shannon index and a pairwise Wilcoxon rank sum test with false discovery rate (FDR) adjustment. Differential abundance of bacterial genera in UBD groups compared to the control was analyzed using DESeq2 with p.adj < 0.05, log2FC ≥ 1 and counts ≥50. Unclassified genera were excluded. Pairwise Wilcoxon rank sum test with FDR adjustment was performed on normalized counts on the genera determined by DESeq2. Different letters denote significant differences at p.adj < 0.05 between groups.

## Results

### Caloric intake and growth pattern

First, the effect of the UBD on intake and growth was determined. Total energy consumed by rats of the control group during the experiment was 40% higher than that by rats of the UBD group (Figure 1A). Accordingly, the UBD-fed rats gained significantly less weight and were significantly shorter compared to controls (Figures 1B,C). The length of the femur and lumbar (L3–L5) vertebrae—as measured by microCT, was also significantly shorter in rats from the UBD group (Figures 1D,E), demonstrating growth inhibition in the UBD-fed rats.

Next, we evaluated the effect of MFG gavage on caloric intake and growth. Total caloric intake, body weight and length, and length of the femora and L3–L5 vertebrae did not differ between the MFG-supplemented and non-supplemented UBD groups (Figures 2A–E). These results demonstrated that supplementation of small or large MFG has no beneficial effect on growth pattern.

**Figure 2:**
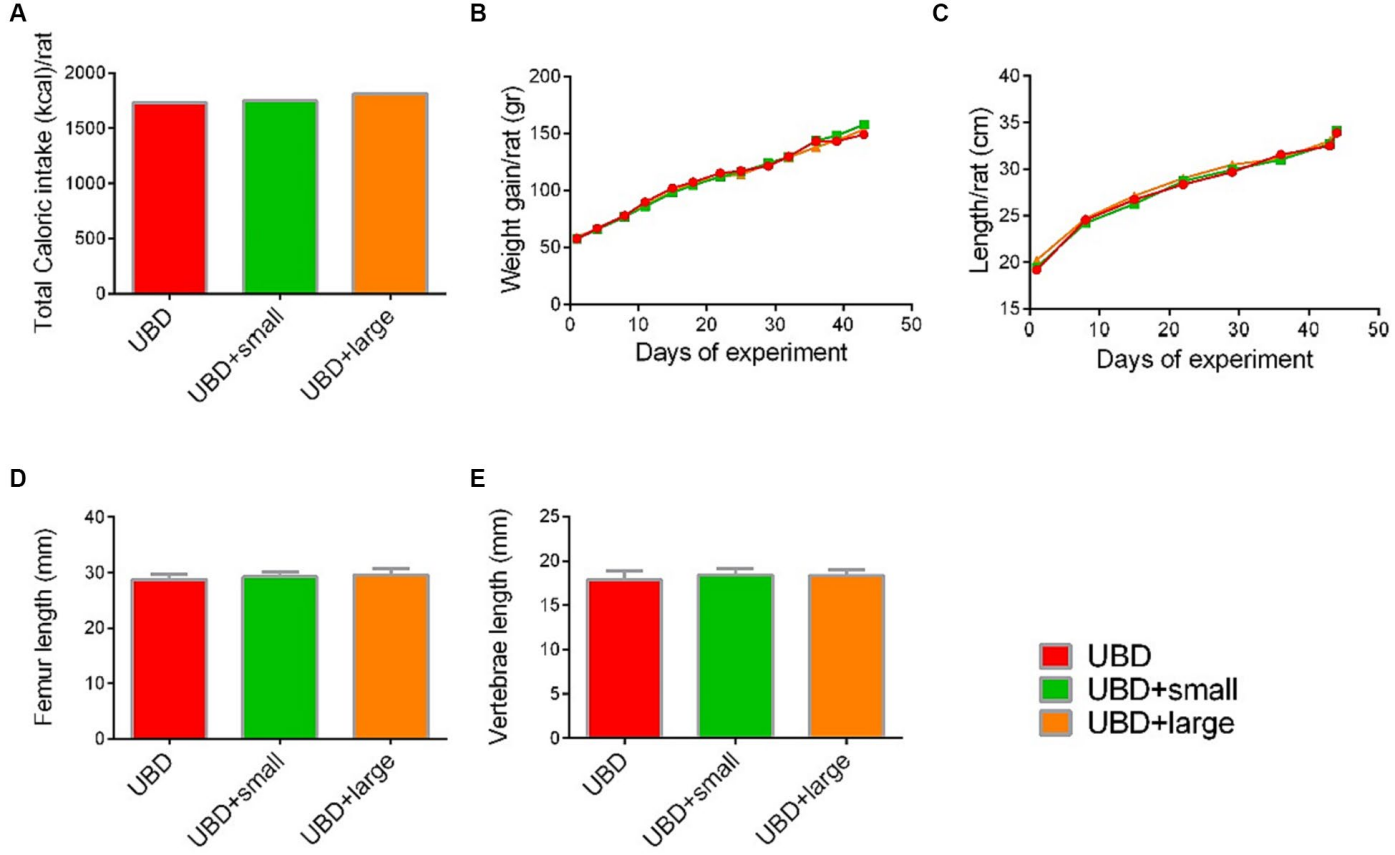
Effect of MFG supplementation on growth pattern and caloric intake during the experiment. **(A)** Total caloric intake (kcal/rat). **(B)** Weight gain (g/rat). **(C)** Longitudinal growth (cm/rat). **(D)** Femur length (mm). **(E)** Vertebrae length (mm). **(A)** Values are expressed as mean of 2 cages for each diet and calculated for the estimated consumption for rat. **(B–E)** Values are expressed as mean ± SD of *n* = 8 rats/group. Different superscript letters indicate significant difference (*p* < 0.05) by one-way ANOVA followed by Tukey’s test.

To verify the cause for the differences in growth pattern throughout the experiment, we evaluated food utilization for weight gain. Caloric and macronutrient intakes were determined per cage. Energy and carbohydrate intakes were 28 and 26% lower in the UBD groups compared to the control group (Table 3). Protein consumption was almost 3-fold lower in rats of the UBD groups compared to controls, due to the diet composition as well as the lower food intake. Total intake of fat was comparable among all groups, due to the high content of fat in the UBD (50% higher than the recommended level).

**Table 3:** Nutrients consumed during the experiment.

Macronutrients	Control	UBD	UBD + small MFG	UBD + large MFG
Energy (kcal)	2417.5	1732.5	1689.8	1711.6
Carbohydrates (g)	384.3	281.5	273.8	276.9
Protein (g)	123.9	43.3	42.1	42.7
Fat (g)	42.7	48.1	47.3	48.1

Values are expressed as mean of 2 cages for each diet and calculated for the estimated consumption for rat for the whole experiment.

To determine the overall addition of fat, carbohydrates and proteins administrated by the MFG supplement was measured. End of sentences is missing Fat from MFG supplement added only 0.06 and 0.088% to the total fat consumption for the large and small MFG, respectively. The portion of protein and carbohydrate received through the MFG supplement were 0.31% and 0.35% for the small and 0.03% and 0.035% for the large MFG supplement, respectively.

Food utilization for weight gain was calculated individually for each rat considering the individual weight gain and the mean group consumption of each macronutrient. Energy and fat efficiencies for growth were significantly lower in the UBD groups compared to the control group (Figures 3A,B). Interestingly, protein efficiency was significantly higher in all UBD groups compared to the control group (Figure 3C), and significantly higher in the small MFG-supplemented group as compared to the non-supplemented UBD group. Carbohydrate efficiency was lower in all of the UBD groups compared to the control group (Figure 3D), but small MFG supplementation increased the efficiency compared to the non-supplemented UBD group. These results showed that supplementation of the UBD with small, but not large MFG enhances the efficiency of protein and carbohydrate utilization for weight gain.

**Figure 3:**
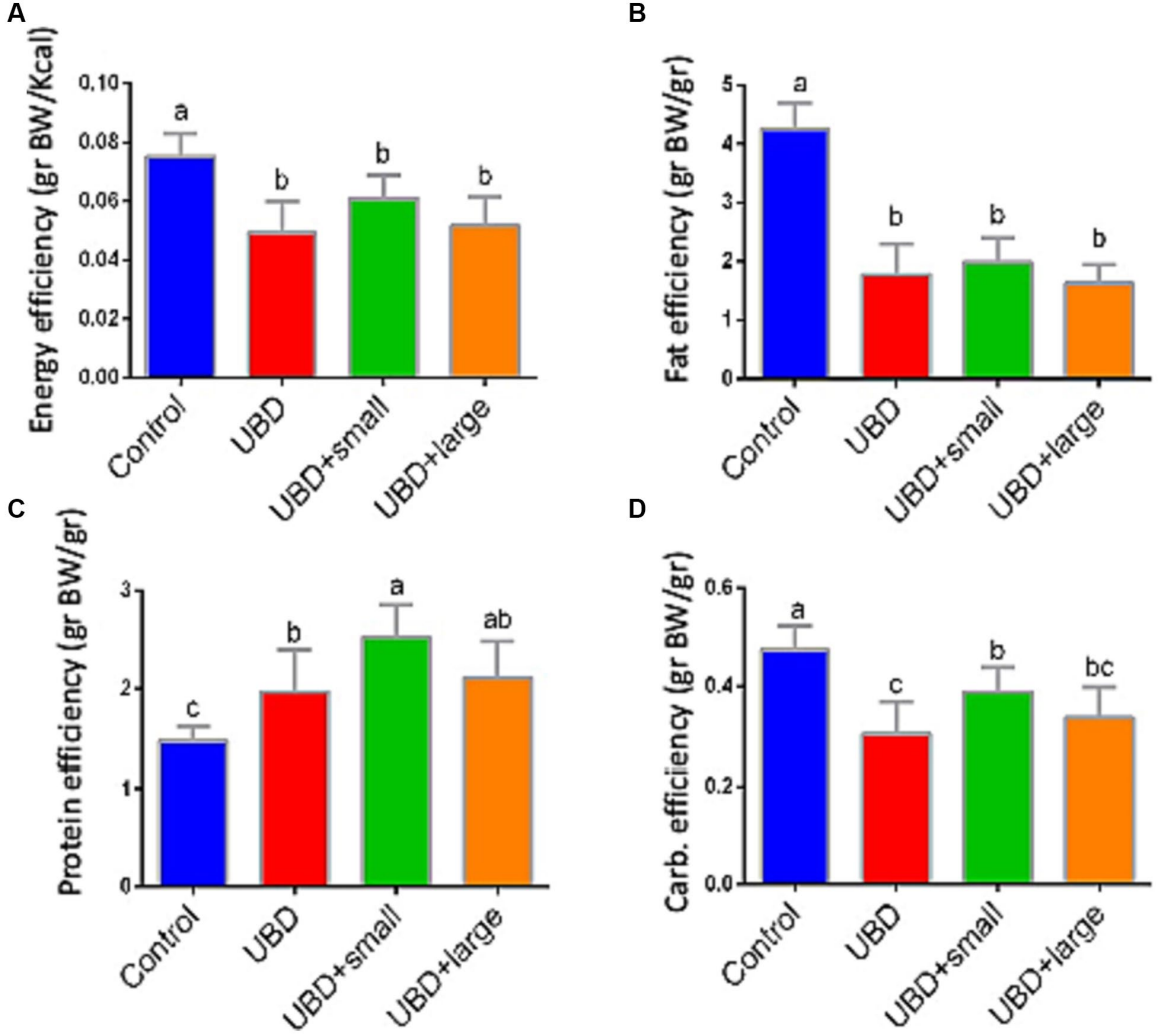
Food efficiency for weight gain. **(A)** Energy efficiency (g BW/Kcal). **(B)** Fat efficiency (g BW/g). **(C)** Protein efficiency (g BW/g). **(D)** Carbohydrate efficiency (g BW/g). Values are expressed as mean ± SD of *n* = 8 rats/group for control, UBD and UBD + small MFG, and *n* = 7 for UBD + large MFG. Different superscript letters indicate significant difference (*p* < 0.05) by one-way ANOVA followed by Tukey’s test.

### Effect of the unbalanced diet on bone morphology and mechanical properties

To explore the effects of the UBD and MFG supplementation on the skeletal system, microarchitecture examination of the femur and L3–L5 lumbar vertebrae was performed by MicroCT, to obtain cortical and trabecular bone parameters (Figure 4; Table 4).

**Figure 4:**
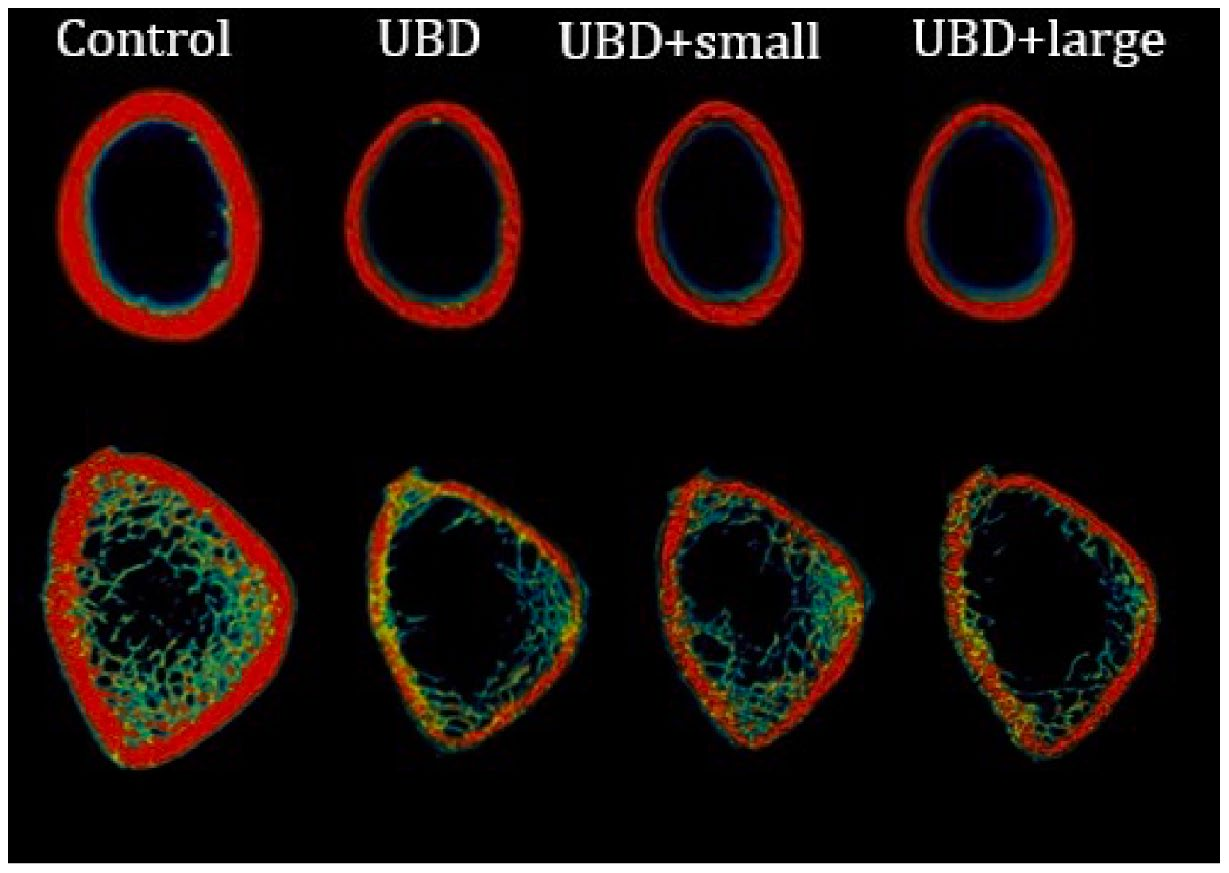
3D representation of the rats’ cortical (upper) and trabecular (lower) bone.

**Table 4:** Morphometric and mechanical properties of femur and vertebral column.

The tested parameter				
**Femur cortical analysis**	**Control**	**UBD**	**UBD + small**	**UBD + large**
T.Ar (mm^2^)	11.3^a^ (1.08)	9.09^b^ (0.8)	9.8^b^ (0.75)	9.49^b^ (0.38)
B.Ar (mm^2^)	5.07^a^ (0.36)	3.53^b^ (0.37)	4.01^b^ (0.36)	3.56^b^ (0.37)
Ct.Ar/T.Ar (%)	44.94^a^ (1.93)	38.82^bc^ (1.85)	40.99^b^ (2.75)	37.54^c^ (2.35)
M.Ar (mm^2^)	6.24^a^ (0.77)	5.56^a^ (0.49)	5.79^a^ (0.57)	5.93^a^ (0.57)
Ct.Th (mm)	0.43^a^ (0.02)	0.33^bc^ (0.02)	0.36^b^ (0.03)	0.33^c^ (0.03)
BMD (g/cm^3^)	0.9^a^ (0.02)	0.89^a^ (0.02)	0.86^a^ (0.02)	0.9^a^ (0.1)
**Femur trabecular analysis**	**Control**	**UBD**	**UBD + small**	**UBD + large**
BV/TV %	27.74^a^ (3.31)	10.72^c^ (3.31)	16.92^b^ (4.22)	11.83^c^ (2.04)
Tb.Th (mm)	0.074^a^ (0.004)	0.072^ab^ (0.002)	0.07^b^ (0.002)	0.073^ab^ (0.003)
Tb.Sp (mm)	0.28^b^ (0.04)	0.71^a^ (0.11)	0.61^a^ (0.12)	0.71^a^ (0.12)
Tb.N (1/mm)	3.73^a^ (0.43)	1.46^c^ (0.43)	2.41^b^ (0.62)	1.62^c^ (0.26)
**Vertebral column L3-L5 trabecular analysis**	**Control**	**UBD**	**UBD + small**	**UBD + large**
BV/TV %	51.98 (6.7)	51.20 (8.2)	44.26 (6.3)	44.06 (5.1)
Tb.Th (mm)	0.19 (0.01)	0.20 (0.02)	0.18 (0.02)	0.18 (0.01)
Tb.Sp (mm)	0.27^b^ (0.03)	0.33^a^ (0.05)	0.34^a^ (0.02)	0.33^a^ (0.02)
Tb.N (1/mm)	2.70^a^ (0.16)	2.50^b^ (0.15)	2.39^b^ (0.11)	2.44^b^ (0.15)
**Three point bending test**	**Control**	**UBD**	**UBD + small**	**UBD + large**
Stiffness (*N*/mm)	266.33^a^ (39.5)	201.44^b^ (30.5)	237.03^ab^ (42.7)	217.7^ab^ (21.3)
Yield (*N*)	44.5^a^ (2.8)	27.54^b^ (8.07)	31.37^b^ (4.1)	29.47^b^ (5.6)
Fracture load (*N*)	79.09^a^ (18.2)	38.75^b^ (11.08)	37.1^b^ (10.2)	38.9^b^ (6.6)
Max load (*N*)	94.28^a^ (8.14)	62.9^b^ (8.1)	66.14^b^ (10.1)	63.6^b^ (7.8)
Energy to fracture (Nmm)	71.68^a^ (20.4)	64.2^a^ (13.5)	67.75^a^ (22.2)	65.87^a^ (23.37)

Bones were scanned by Micro-CT for determination of geometric parameters and BMD. After reconstruction, 2D and 3D analyses were performed. Cortical bone parameters: T.Ar, mean total area; B.Ar, mean bone area; Ct.Ar/Tt.Ar, cortical area fraction; Ma.Ar, medullary area; Ct.Th, cortical thickness; BMD, bone mineral density. Trabecular bone parameters: BV/TV, bone volume overtotal volume; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; Tb.N, trabecular number. Mechanical properties were evaluated by three-point bending experiment performed on bones of all mice from the four groups. Biomechanical parameters obtained from load–displacement curve: whole-bone stiffness (N/mm), yield point (N), fracture load (N), maximal load (N) and energy to fracture (N/mm). Values are expressed as mean ± SD of *n* = 8 rats/group for control, UBD and UBD + small MFG, and *n* = 7 for UBD + large MFG. Different superscript letters indicate significant difference (*p* < 0.05) by one-way ANOVA followed by Tukey’s test.

The UBD had significant negative effects on all the cortical bone parameters (Table 4), except for the medullary area. Significant improvements in cortical area fraction (mean bone area/mean total area) and cortical thickness were detected in the rats consuming UBD supplemented with small MFG compared to rats consuming UBD and UBD supplemented with large MFG. Surprisingly, despite the lower amounts of minerals in the UBD, BMD did not differ among the experimental groups. Trabecular bone is composed of a honeycomb-like network of trabecular plates and rods dispersed in the bone marrow compartment (9, 47). The comparison between the groups demonstrated significant differences in femur trabecular bone parameters. The percent bone volume (bone volume/total volume) and trabecular number decreased in the UBD groups, and the trabecular separation increased in these rats. Interestingly, rats receiving UBD supplemented with small MFG but not large MFG showed a significant improvement in these parameters (Figure 4). However trabecular parameters obtained from the L3–L5 vertebrae showed only marginal differences (Table 4). This could be attributed to the dissimilar mechanical loads applied on these parts of the skeleton.

To study the mechanical properties of the bone, we used a three-point bending experiment (Table 4). All the mechanical properties of the bones from rats fed the UBD showed deterioration compared to the control rats. MFG supplementation did not affect these properties.

### Fatty acid composition

The main FA for both MFG sizes used as a supplement to the UBD were myristic (C14:0), palmitic (C16:0), stearic (C18:0), and oleic (C18:1) acids (Table 5). These are the main FA found in milk. The concentrations of docosatetraenoic acid (C22:4 n6) and docosahexaenoic acid (DHA, C22:6 n3) were 10- and 30-fold higher in the small compared to large MFG, respectively (Table 6). These differences affected the total PUFA and total n-3 PUFA amounts, which were higher in the small MFG. As a consequence, the final ratio between omega-6 (n-6) PUFA and omega-3 (n-3) PUFA was 2:1 for small MFG, and 9:1 for large MFG (Table 6).

**Table 5:** FA composition in MFG.

FA acid	Small MFG	Large MFG
**SFA**		
C8:0 Caprylic acid	4.08	2.98
C10:0 Capric acid	7.37	7.35
C12:0 Lauric acid	6.46	7.46
C13:0 Tridecylic acid	0.14	0.19
C14:0 Mystric acid	15.99	17.04
C15:0 Pentadecylic acid	1.22	1.33
C16:0 Palmitic acid	30.70	32.80
C17:0 Margaric acid	0.44	0.44
C18:0 Stearic acid	7.33	7.16
C20:0 Archidic acid	0.06	0.06
**MUFA**		
C14:1 Myristoleic acid	1.08	1.08
C15:1 Cis-10-Pentadecenoic acid	0.24	0.26
C16:1n7 Palmitoleic acid	1.35	1.43
C17:1 cis-10-Heptadecenoic acid	0.17	0.20
C18:1n9 Elaidic acid	0.99	1.05
C18:1n9 oleic acid	16.30	15.10
C18:1n7 cis-Vaccenic acid	0.59	0.44
20:1n9 Gondoic acid	0.06	0.07
**PUFA**		
C18:2n6 Linolelaidic acid	0.35	0.32
C18:2n6 Linoleic acid	2.94	2.61
C18:3n6 γ-Linolenic acid	0.06	0.05
C18:3n3 α-Linolenic acid	0.31	0.30
C20:4n6 Arachidonic acid	0.10	0.10
C22:4n6 Docosatetraenoic acid	0.22	0.03
C22:6n3 Docosahexaenoic acid	1.36	0.05
Total SFA	73.79	76.82
Total MUFA	20.78	19.63
Total PUFA	5.34	3.45
Total n-6 PUFA	3.67	3.11
Total n-3 PUFA	1.67	0.35
n-6 to n-3 ratio	2.20:1	8.98:1

Values are in mol%.

**Table 6:** FA composition in the diets.

FA	Control	UBD	UBD + small	UBD + large
**SFA**				
C8:0 Caprylic acid	0.1	0.11	0.16	0.14
C10:0 Capric acid	0.02	0.01	0.12	0.1
C12:0 Lauric acid	0.02	0.12	0.23	0.23
C14:0 Mystric acid	0.74	0.55	0.84	0.81
C15:0 Pentadecanoic acid	0	0	0.02	0.02
C16:0 Palmitic acid	10.84	11	11.42	11.4
C17:0 Heptadecenoic acid	0	0	0.01	0.01
C18:0 Stearic acid	5.28	3.73	3.83	3.81
C20:0 Archidic acid	0.3	0.3	0.29	0.3
c23:0 Tricosylic acid	0.03	0.02	0.02	0.02
**MUFA**				
C14:1 Myristoleic acid	0	0	0.02	0.02
C16:1n7 Palmitoleic acid	0.25	0.36	0.38	0.38
C18:1n9 Elaidic acid	0.17	0.08	0.1	0.1
C18:1n9 Oleic acid	28.72	26.42	26.27	26.27
C18:1n7 cis-Vaccenic acid	2.23	1.97	1.94	1.94
20:1n9 Gondoic acid	0.35	0.33	0.32	0.32
C22:1cis13 Erucic acid	0.11	0.04	0.04	0.04
C24:1 Nervonic acid	0.06	0.05	0.05	0.05
**PUFA**				
C18:2n6 Linolelaidic acid	0.11	0.07	0.08	0.08
C18:2n6 Linoleic acid	45.05	48.47	46.56	46.69
C18:3n6 γ-Linolenic acid	0.31	0.04	0.04	0.04
C18:3n3 α-Linolenic acid	5.11	5.67	5.56	5.58
C20:4n6 Arachidonic acid	0.02	0.02	0.02	0.02
C20:5n3 Eicosapentaenoic acid	0.01	0.33	0.32	0.32
C22:2n6 Docosadienoic acid	0.05	0.01	0.01	0.01
C22:4n6 Docosatetraenoic acid	0	0.03	0.04	0.03
C22:6n3 Docosahexanoic acid	0.1	0.26	0.29	0.26
Total SFA	17.34	15.86	16.95	16.84
Total MUFA	31.89	29.24	29.12	29.12
Total PUFA	50.77	54.91	53.93	54.04
Total n-6 PUFA	45.55	48.65	47.76	47.88
Total n-3 PUFA	5.22	6.26	6.17	6.16
n-6 to n-3 ratio	8.73:1	7.78:1	7.74:1	7.78:1
Total fat consumption (g)	42.7	48.1	47.3	48.1

Values are in %. In figures “UBD + small MFG” is just “UBD + small,” same for large.

FA composition of serum, liver, adipose tissue, and tibial bone marrow were determined at the end of the experiment. The enrichment or depletion in specific fatty acids in liver, bone marrow, adipose and serum compared with the control composition are presented in Figure 5. The composition of fatty acids in each of the above mentioned tissues are presented in Supplementary Tables 1A–D. The FA composition of the diets was calculated together with the FA composition of the MFG to assess the effect of the final diet on the rats’ tissues. The main FA found in the diets were palmitic (C16:0), stearic (C18:0), oleic (C18:1 n9), linoleic (C18:2 n6), and α-linolenic (C18:3n3) acids (Table 6). These are the main FA found in soybean oil, the main source of oil in the diets. Because the supplemented MFG introduced only a fraction of the total fat content in the diets, they had only a marginal effect on the diet’s FA composition. Nonetheless, odd-chain FA such as pentadecanoic (C15:0) and heptadecanoic (C17:0) acids originate from ruminants as a consequence of the rumen fermentation process and accordingly, these FA were found only in the MFG-supplemented groups.

**Figure 5:**
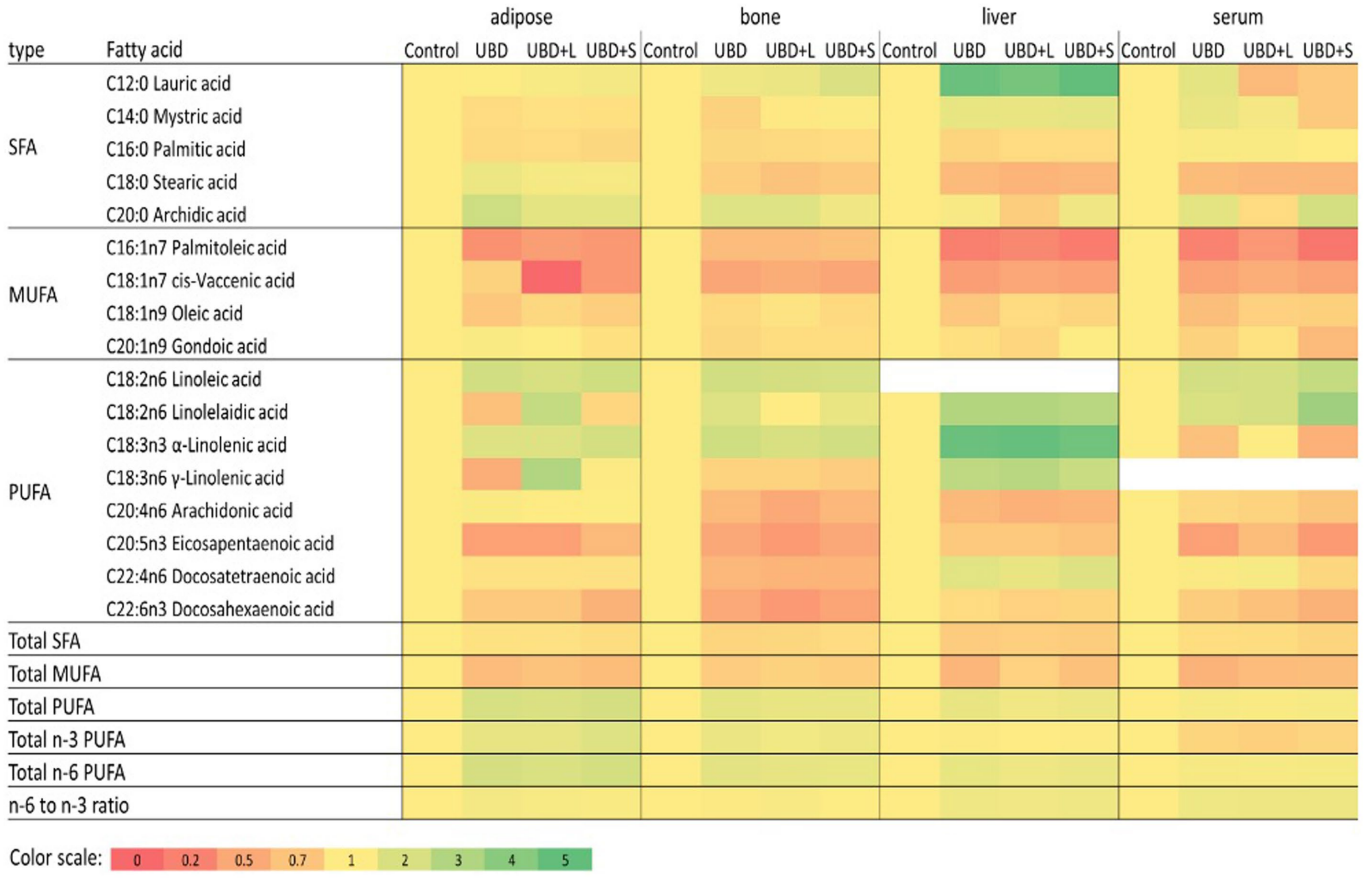
Relative fatty acid composition in adipose, bone, liver and serum. For each fatty acid and tissue data values of all treatments were divided with the relevant control value. Data relative to control is presented in a color heatmap with the color scale given below. Fatty acids that were detected in less than three of the four tissues were omitted from this figure. Detailed composition of the tissues is given in Supplemented data file (Supplementary Tables 1A–D). SFA, saturated fatty acids; MUFA, monounsaturated fatty acids.

The main FA in the serum and liver were palmitic (C16:0), stearic (C18:0), oleic (C18:1 n9), linoleic (C18:2 n6) and arachidonic (C20:4 n6) acids (Supplementary Tables 1A,B, respectively). In both tissues, UBD groups had lower concentrations of saturated FA (SFA) and monounsaturated FA (MUFA) and an increase in the percentage of PUFA compared to the control group (Supplementary Tables 1A,B, respectively).

The serum concentration of specific SFA, such as myristic (C14:0) and palmitic (C16:0) acids, did not differ between the small MFG-supplemented group and the control. Stearic acid (C18:0) decreased in the UBD groups compared to the control group. Arachidonic acid (C20:4 n6) did not differ between UBD, UBD + large MFG and the control groups. However, it was significantly higher in the UBD + small MFG group than in the control, with no difference between UBD + small MFG and non-supplemented UBD groups. For MUFA, palmitoleic (C16:1 n7) and oleic (C18:1) acids were lower in the UBD groups than the control group. For PUFA, linoleic (C18:2 n6) and α-linolenic (C18:3 n3) acids were significantly higher in the UBD groups than in the control group, concomitant with their higher concentrations in the UBD. Arachidonic acid and DHA (C22:6 n3) concentrations were lower in all the UBD groups compared to the control group, but in the UBD + small MFG group, they were significantly higher than in the non-supplemented UBD group (Supplementary Table 1D). The ratio between n-6 PUFA and n-3 PUFA was significantly higher in all the UBD groups compared to the control group (Supplementary Table 1A).

Most of the FA in the liver showed the same pattern as in the serum. For SFA, the UBD groups had significantly decreased palmitic (C16:0) and stearic (C18:0) acids compared to the control. For MUFA, palmitoleic (C16:1 n7) and cis-vaccenic (C18:1 n7) acids were also lower in the UBD groups. Oleic acid (C18:1 n9) was lower in the UBD group compared to the control. UBD + small MFG and UBD + large MFG groups did not differ from either the control or the non-supplemented UBD group. For PUFA, linoleic (C18:2 n6), γ-linolenic (C18:3 n6), eicosadienoic (C20:2 n6) and docosatetraenoic (C22:4 n6) acids were significantly higher in the UBD groups than in the control group. Arachidonic (C20:4 n6) and α-linolenic (C18:3 n3) acids were higher in the control group than in all the UBD groups. DHA (C22:6 n3) was higher in the control group than in the UBD + large MFG group. UBD and UBD + small MFG groups did not differ from either the control or the UBD + large MFG groups (Supplementary Table 1B). The ratio between n-6 PUFA and n-3 PUFA was significantly lower in the control group compared to all the UBD groups (Supplementary Table 1B).

In adipose tissue, the main FA were palmitic (C16:0), oleic (C18:1 n9), and linoleic (C18:2 n6) acids (Supplementary Table 1C). Unlike the liver and the serum, total SFA was only significantly higher in the control group compared to the UBD + small MFG group. Similar to the serum and liver, the total MUFA content was highest in the control group. In the UBD groups, total MUFA was significantly lower in the non-supplemented UBD and UBD + small MFG groups than in the UBD + large MFG group. Total PUFA was higher in all UBD groups compared to the control group (Supplementary Table 1C). For SFA, caprylic acid (C8:0) was lower in the non-supplemented UBD and UBD + large MFG groups compared to the control group. The UBD + small MFG group did not differ from any of the other groups. Lauric acid (C12:0) did not differ between the non-supplemented UBD group and the control. In the UBD + large MFG group, it was higher than in the control group. The UBD + small MFG group did not differ from any of the other groups. Palmitic acid was lower in all of the UBD groups compared to the control group. Arachidonic acid (C20:4 n6) was significantly higher in the non-supplemented UBD group than the control group. In the supplemented groups, arachidonic acid decreased compared to the UBD group, but was higher than the control group. For MUFA, the UBD groups showed a significant decrease in palmitoleic (C16:1 n7) and oleic acids, suggesting reduced metabolism in the adipose tissue. The UBD and UBD + small MFG groups had significantly lower amounts of oleic acid than the UBD + large MFG group. For PUFA, linoleic acid was significantly higher in the UBD + large MFG group than in all of the other groups. Linoleic acid increased in all the UBD groups, as did α-linolenic acid (C18:3 n3), the latter being significantly higher in the UBD + small MFG group than in the other groups (Supplementary Table 1C). The ratio between n-6 PUFA and n-3 PUFA was significantly lower in the control group compared to all UBD groups. The ratio was higher in the non-supplemented UBD group than in the UBD + small MFG group, and the ratio for the UBD + large MFG group did not differ from that of either the non-supplemented UBD or UBD + small MFG group (Supplementary Table 1C).

In the bone marrow, the major FA found were palmitic (C16:0), palmitoleic (C16:1 n7), oleic (C18:1 n9) and linoleic (C18:2 n6) acids (Supplementary Table 1D). As in the other tissues, all UBD groups showed a significant decrease in the percentage of SFA and increase in the proportion of PUFA compared to the control. However, supplementation of MFG decreased the percentage of PUFA compared to the non-supplemented UBD group, making the composition more similar to that of the control (Supplementary Table 1D). For the SFA, lauric acid (C12:0) did not differ between the non-supplemented UBD, UBD + large MFG and control groups. It was significantly lower in the UBD + small MFG group compared to the control, but did not differ from the non-supplemented UBD group. Myristic acid (C14:0) content also did not differ between the UBD groups and the control group. However, it was significantly higher in the UBD + small MFG vs. non-supplemented UBD group. Palmitic acid showed the same pattern as in the liver and the adipose tissue, i.e., a lower proportion in the UBD groups than in the control group. For MUFA, myristoleic acid (C14:1) was lower in the non-supplemented UBD and UBD + large MFG groups than in the control group. The UBD + small MFG group did not differ from the control. Palmitoleic acid decreased in all the UBD groups, similar to the liver, serum and adipose tissue. Oleic acid was lower in the non-supplemented UBD and UBD + small MFG groups than in the control group. The UBD + large MFG group did not differ from any of the other groups. For PUFA, there was an increase in linoleic acid in all the UBD groups compared to the control, similar to the other tissues. α-Linolenic (C18:3 n3) acid was significantly higher in the UBD groups than in the control group, but in the UBD + large MFG group, it was significantly lower than in the non-supplemented UBD group. Eicosapentaenoic acid (C20:5 n3) was lower in all of the UBD groups compared to controls (Supplementary Table 1D). Similar to the adipose tissue, the ratio between n-6 PUFA and n-3 PUFA was higher in all of the UBD groups except UBD + small MFG, which did not differ significantly from the control group (Supplementary Table 1D).

### Effect of unbalanced diet and MFG supplementation on gut microbiota

To explore the possible connection between MFG supplementation, the microbiome and bone parameters, we analyzed fecal samples obtained from the cecum of rats of all four dietary groups for microbiome composition and diversity. We conducted 16S sequencing of the V4 region with coverage of ~38,500 reads per sample.

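Caecal content was sequenced from 30 female rats at 9 weeks of age, after 6 weeks on the diets: 7 control rats, 8 rats fed the unbalanced diet (UBD), 8 fed UBD + small MFG and 7 fed UBD + large MFG. By energy, the control diet held 16% fat and 20.5% protein and the UBD 25% fat and 10% protein. The small globules had a mean diameter of 2.4 µm and the large ones of 3.4 µm. The 2 supplements also differed in protein (5.8 g per 100 ml with small and 0.46 g per 100 ml with large globules) and in lactose (5.4 and 0.33 g per 100 ml), so size is not their only difference. The paper also gives unlike fat levels and fatty acid compositions for them. The deposited values are the authors' raw counts of read pairs per amplicon sequence variant (ASV, a distinct sequence of the V4 region) from DADA2, with the taxon names that DECIPHER gave from the RDP training set. Of the ASVs listed, 737 carry 1 of 59 genus names and hold 45.5% of the counts. Another 1523 ASVs, with 24.2% of the counts, were not assigned to a domain. The counts per rat summed to 15887 to 51873, with a mean of 34038 and medians of 35737 (control), 33380.5 (UBD), 33170 (UBD + small MFG) and 32239 (UBD + large MFG).
For each genus the counts of its ASVs were summed, and 46 genera with a total of at least 50 counts were tested in 1 edgeR fit of all 4 groups (two-sided quasi-likelihood test, TMM normalization). A genus was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Shares are percent of all ASV counts of a rat, given as mean ± SD over the rats of a group. All values are relative, so the rise of one taxon lowers the shares of the others. Counting intervals and bounds for rare taxa cover counting error only. Tests on families and rank tests on single ASVs were chosen after the data were seen. The paper kept rats in 2 cages of 4 per group, and the cage of each rat is not named in the sources used here, so the tests take each rat as independent.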

First, we compared the distribution of the bacterial taxa in the groups after 6 weeks on their respective diets. An overview of the bacterial taxa is provided in Supplementary Figure S1A, showing the distribution of bacteria across the different phyla. The abundance of Actinobacteria was below 1% in all samples from each group (data not shown). 

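Actinobacteria held 0.0442 ± 0.0266% of the counts in the control rats, 0.0797 ± 0.0566% in UBD, 0.0890 ± 0.0374% in UBD + small MFG and 0.115 ± 0.0708% in UBD + large MFG. The highest rat, in UBD + large MFG, reached 0.233%. Its families include the Eggerthellaceae, which transform plant isoflavones and bile acids, and the bifidobacteria, which use milk and plant oligosaccharides. As a family, Eggerthellaceae were more abundant in UBD + large MFG than in the control (log2 fold change 2.25, standard error 0.71, adjusted p = 0.0156 from edgeR). Bifidobacteriaceae, here *Bifidobacterium* alone, had 2 counts in the control, both in 1 rat, and 23 in UBD, a ratio of 11.1 (95% counting interval 2.75 to 97.6). The family passed the edgeR test in UBD and in UBD + small MFG (adjusted p = 0.0359 and 0.0494), and an exact two-sided Wilcoxon test of its shares did not (adjusted over the lists, p = 0.110 and 0.0569).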

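With ASVs of at least 1% of a rat's counts, as in Supplementary Figure S1A, Bacteroidetes held 40.7 ± 6.12% of the counts in UBD + large MFG (n = 7) and 26.5 ± 3.73% in the control (n = 7), a difference of 14.3 percentage points (adjusted p = 0.00699 from the exact two-sided Wilcoxon rank sum test, adjusted over the 6 pairs of groups). Firmicutes held 3.11 ± 1.89% in UBD + large MFG, 9.23 ± 4.37% in the control, 12.2 ± 7.74% in UBD (n = 8) and 13.1 ± 7.65% in UBD + small MFG (n = 8). The differences of Firmicutes in UBD + large MFG were −6.12 points from the control (exact adjusted p = 0.0140), −9.13 points from UBD and −10.0 points from UBD + small MFG (exact adjusted p = 0.00653 for both). Bacteroidetes held 33.5 ± 7.15% in UBD and 32.8 ± 5.99% in UBD + small MFG, which did not pass the test against UBD + large MFG (exact adjusted p = 0.0865 and 0.0811). With edgeR on phylum counts, Bacteroidetes in UBD + large MFG did not pass against the control (log2 fold change 0.27, adjusted p = 0.151), and in UBD and UBD + small MFG the sign turned (−0.0400 and −0.0187).
When all ASVs were counted, Bacteroidetes held 51.2 ± 5.30% in UBD + large MFG against 41.9 ± 6.33% in UBD and 41.5 ± 7.05% in UBD + small MFG (exact adjusted p = 0.0410 for both), and 35.6 ± 4.17% in the control (exact adjusted p = 0.00350). Firmicutes then held 15.4 ± 2.29% in UBD + large MFG, 26.7 ± 3.92% in the control (exact adjusted p = 0.00117), 26.8 ± 7.67% in UBD and 29.2 ± 9.07% in UBD + small MFG (exact adjusted p = 0.000932 for both). Among the Firmicutes, the Lachnospiraceae, a family of fermenters, were less abundant in UBD + large MFG, at 4.34 ± 1.10%, than in UBD (9.79 ± 4.84%; log2 fold change −1.25, adjusted p = 0.0128 from edgeR) and in UBD + small MFG (10.7 ± 6.35%; −1.24, adjusted p = 0.0137 from edgeR). The Firmicutes difference was not past the threshold when only ASVs with a mean share of at least 1% over the 30 rats were counted.

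**Figure D1:**
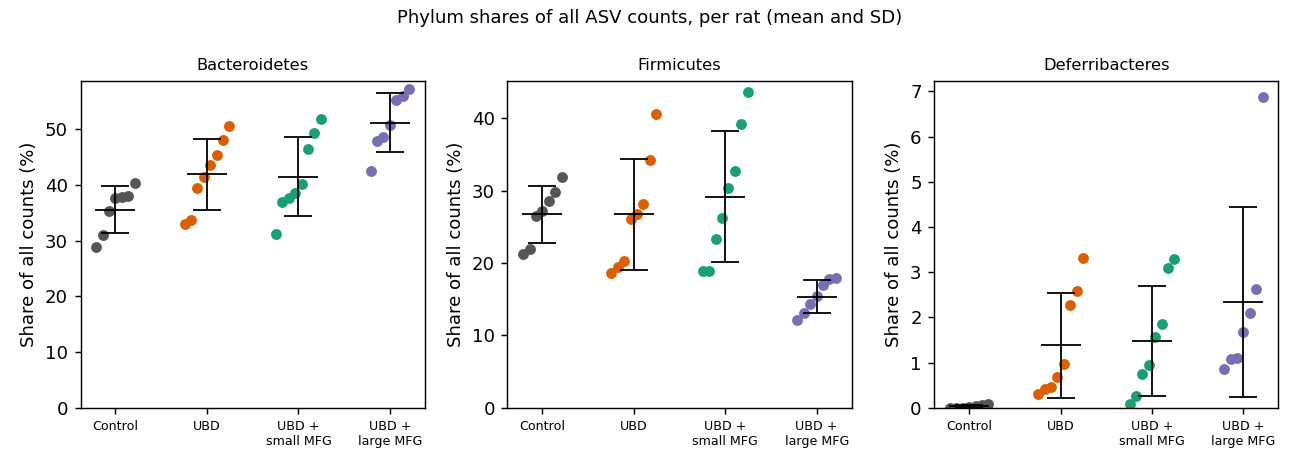
Share of all ASV counts (%) held by 3 phyla in each rat; points are rats, and lines and bars are the mean and SD of each group. The 7 rats of UBD + large MFG lie between 12.1% and 17.9% for Firmicutes, below all other rats, the lowest of which has 18.6%.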

We found an elevated abundance of Bacteroidetes and a lower abundance of Firmicutes in UBD + large MFG compared to the other groups. Furthermore, all UBD groups demonstrated a low abundance of Deferribacteres, which did not pass the minimal threshold in the control samples. 

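Deferribacteres reached 1% in no control rat, in 3 of 8 rats of UBD, 4 of 8 of UBD + small MFG and 6 of 7 of UBD + large MFG. Counting only ASVs of at least 1% of a rat's counts, the mean shares were 1.01 ± 1.42%, 1.21 ± 1.41% and 2.18 ± 2.19% in these 3 UBD groups, and the difference from the control passed the test in UBD + large MFG (adjusted p = 0.0280, exact two-sided Wilcoxon rank sum test) and not in UBD (0.400) or UBD + small MFG (0.231). Below that minimum the phylum was also found in 6 of the 7 control rats, at most at 0.0816%. With all ASVs counted, every UBD group exceeded the control (exact adjusted p = 0.00124 for each).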

The Deferribacteres phylum contained only the genus *Mucispirillum*. 

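*Mucispirillum*, a genus that lives in the mucus layer, held 0.0287 ± 0.0317% of the counts in the control rats. It held 1.38 ± 1.17% in UBD, 1.48 ± 1.21% in UBD + small MFG and 2.33 ± 2.10% in UBD + large MFG. The log2 fold changes against the control were 5.44 (standard error 0.94, adjusted p = 2.66e-05), 5.54 (0.94, 1.63e-05) and 6.33 (0.98, 1.27e-05), from edgeR. Rat 24 of UBD + large MFG had 6.89%, and without it the mean of its group was 1.57 ± 0.689%.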

Finally, Verrucomicobria abundance was above 1% in several but not all samples of each group.

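*Akkermansia*, a mucin degrader, was the only genus of Verrucomicrobia. The phylum was at or above 1% in 3 of 7 control rats, 5 of 8 rats of UBD, 3 of 8 of UBD + small MFG and 4 of 7 of UBD + large MFG. *Akkermansia* held 0.771 ± 0.853% in the control, 1.57 ± 1.26% in UBD, 2.14 ± 2.52% in UBD + small MFG and 1.79 ± 1.45% in UBD + large MFG. None of the 3 differences from the control passed the edgeR test (adjusted p = 0.392, 0.201 and 0.266), and the spread between rats of a group was about as large as the mean.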

The alpha diversity of all groups was measured to analyze the effects of UBD consumption with or without MFG. 

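The Shannon index of the ASV counts was 4.70 ± 0.0756 in the control (n = 7), 4.595 ± 0.156 in UBD (n = 8), 4.64 ± 0.195 in UBD + small MFG (n = 8) and 4.48 ± 0.140 in UBD + large MFG (n = 7). The mean of UBD + large MFG lay below that of the control (difference −0.211; adjusted p = 0.042, exact two-sided Wilcoxon rank sum test, Benjamini-Hochberg over the 6 pairs). UBD and UBD + small MFG did not pass the test against the control (exact adjusted p = 0.241 and 0.476). UBD + large MFG did not pass it against UBD (0.284, exact) or UBD + small MFG (0.241, exact). With every rat thinned to the smallest total, the mean number of ASVs differed from the control by −7.86 in UBD + large MFG, 26.7 in UBD and 42.1 in UBD + small MFG, and none passed (exact adjusted p = 0.738, 0.284 and 0.284). The difference in the index was no longer past the threshold with the inverse Simpson index or with ASVs with no domain left out (−0.226, exact adjusted p = 0.0664). Nor was it on genus sums (−0.0254, exact adjusted p = 0.852), where the sign turned for UBD and UBD + small MFG. With the replicate block it was −0.243 (exact signed rank, adjusted p = 0.1875). There the index was lower in UBD + large MFG at all 6 shared rat numbers. The unadjusted p of 0.0313 is the smallest that 6 numbers allow, so the loss comes from the adjustment. The difference was also not past the threshold without any 1 of control rats 11, 12, 14 and 22 or of rats 12, 13, 14, 23 and 24 of UBD + large MFG (−0.247 to −0.181 over all 14).

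**Figure D2:**
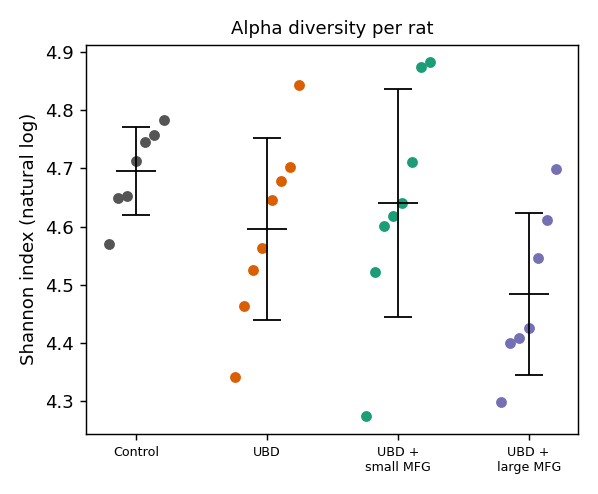
Shannon index (natural logarithm) of the ASV counts of each rat, by group; points are rats, and lines and bars are the mean and SD. The control rats lie between 4.57 and 4.78 and the rats of UBD + large MFG between 4.30 and 4.70.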

Only UBD + large MFG demonstrated a significant decrease in the Shannon index compared to the control (*p* = 0.042; Figure 6).

**Figure 6:**
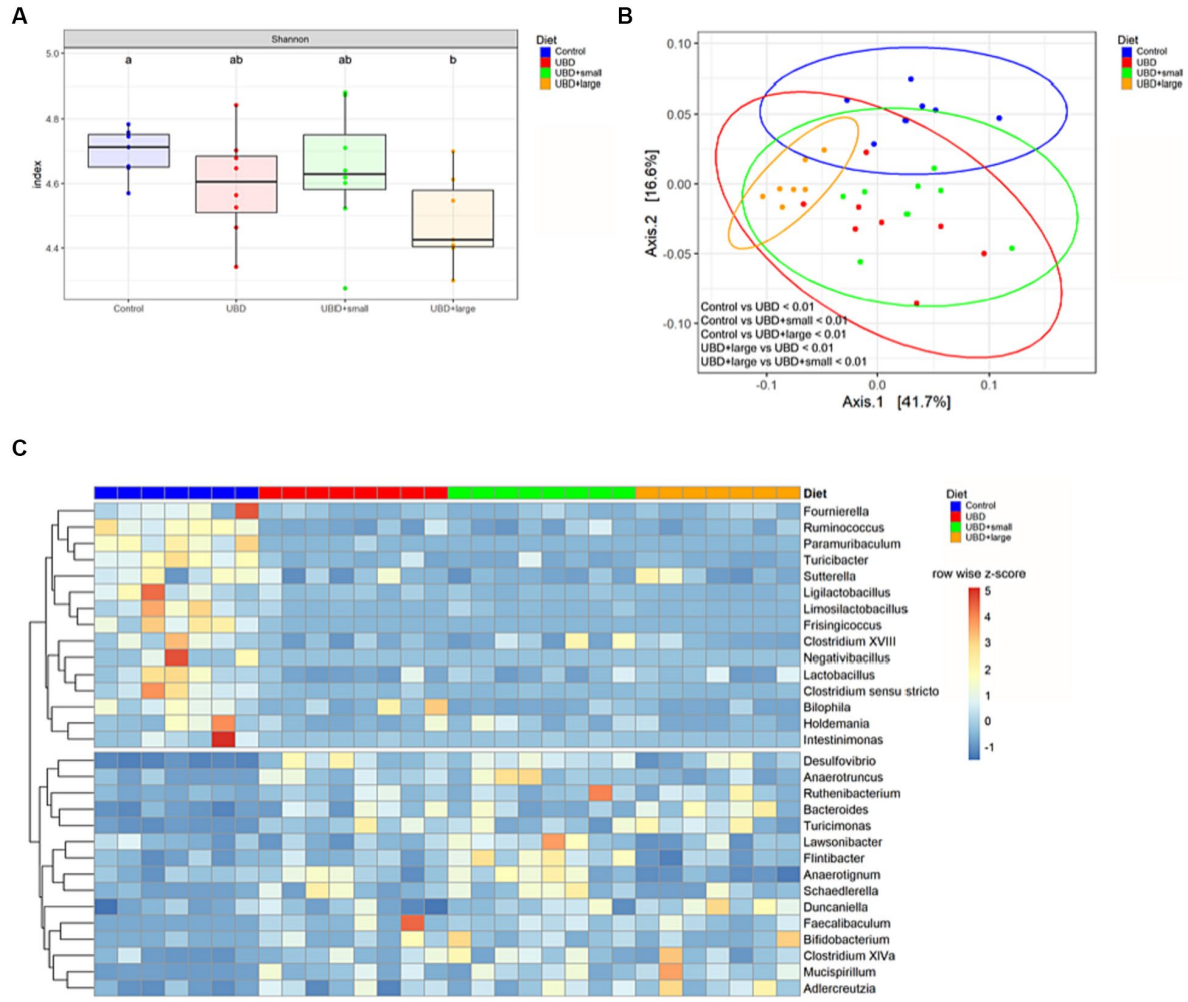
MFG supplementation does not correct UBD induced changes of the microbiome. **(A)** Alpha diversity was calculated using the Shannon index and a pairwise Wilcoxon rank sum test with FDR adjustment. Different letters denote significant differences at p.adj < 0.05 between groups. **(B)** PCoA plot based on weighted UniFrac distance. Plot ellipses represent the 95% confidence regions for group clusters. After testing for homogeneity of dispersion, subsequent PERMANOVA showed significant differences between the control and all UDB groups, as well as between UBD + large and the other UBD groups. *p* values were adjusted using Holm’s method. **(C)** Differential abundance of bacterial genera in UBD groups compared to the control, analyzed using DESeq2 with p.adj < 0.05, log2FC ≥ 1 and counts ≥50. Unclassified genera were excluded. Colors indicate row-wise z-score of relative genera abundance. *n* = 7 rats/group for control and UBD + large MFG, and *n* = 8 rats/group for UBD and UBD + small MFG.

Subsequently, we analyzed the beta diversity based on the weighted UniFrac distance. The PCoA plot shows that samples from the control group and the UBD + large MFG group cluster mostly among themselves but not with the other UBD groups. In contrast, the UBD and UBD + small MFG samples show overlapping clusters. 

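Without ASV sequences for a tree, the distance between rats was computed as Bray-Curtis on ASV shares. On its first PCoA axis, with 26.2% of the variation, the 7 control rats lay between −0.38 and −0.25 and all 23 UBD rats between −0.014 and 0.18. The first axis therefore parted the control from every UBD group without overlap. The 7 rats of UBD + large MFG lay between 0.050 and 0.12 on this axis, inside the range of UBD and UBD + small MFG. The second axis holds 10.6% of the variation.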

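The mean Bray-Curtis distance between a rat of UBD and a rat of UBD + small MFG was 0.469, close to the mean distance within UBD (0.435) and within UBD + small MFG (0.476). Rats of UBD + large MFG lay at mean distances of 0.458 from UBD and 0.476 from UBD + small MFG, with 0.443 among themselves. Distances to the control were larger, with means of 0.591 from UBD, 0.600 from UBD + small MFG and 0.578 from UBD + large MFG, against 0.392 within the control.

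**Figure D3:**
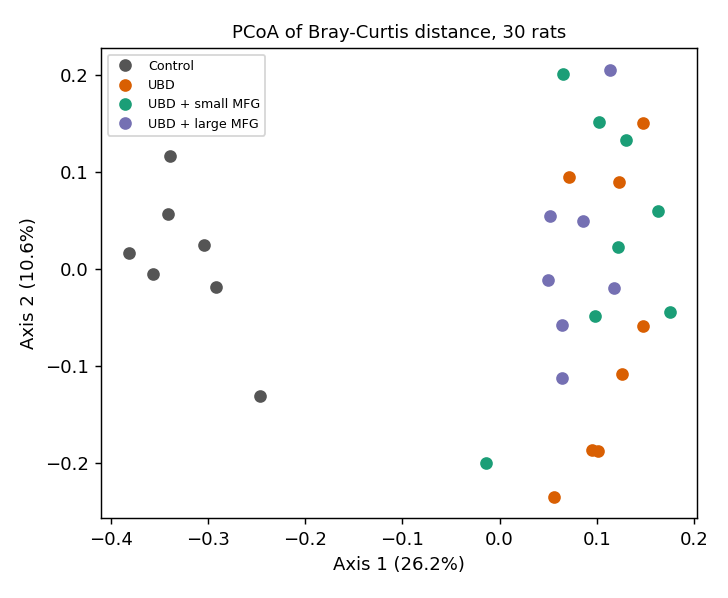
PCoA of Bray-Curtis distances between the 30 rats, with the share of variation on each axis label; points are rats, coloured by group. The control rats stand apart on the left, and the 3 UBD groups share the right side.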

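Each UBD group differed from the control in composition by PERMANOVA on Bray-Curtis distances. The group, with which diet, gavage and cage vary together, accounted for 39.5% of the variation between UBD and the control. It accounted for 36.2% between UBD + small MFG and the control and 37.6% between UBD + large MFG and the control (Holm-adjusted permutation p = 0.0018 for each). Among the UBD groups the group explained 9.35% of the variation between UBD and UBD + small MFG (permutation p = 0.0925, Holm-adjusted 0.118), 11.3% between UBD and UBD + large MFG (permutation p = 0.0340, adjusted 0.102) and 10.1% between UBD + small MFG and UBD + large MFG (permutation p = 0.0592, adjusted 0.118). The dispersion of the groups did not differ at a p under 0.05 in any pair, with the lowest permutation p at 0.0566 for UBD + small MFG against the control. With the Aitchison distance, both comparisons of UBD + large MFG with another UBD group passed (permutation p, Holm-adjusted, 0.0396), and on genus sums the one with UBD + small MFG did (0.0321).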

Performing PERMANOVA, the community composition was found to significantly differ between all groups (p.adj < 0.01) except for UBD vs. UBD + small MFG (p.adj = 0.393; Figure 6).

To determine bacterial genera that may mediate the effect of UBD consumption on the skeleton, differential abundance analysis was performed by comparing each UBD group with the control (Figure 1C). We identified 15 bacteria that were significantly less abundant in at least one of the UBD groups compared to the control. Of these, *Clostridium sensu stricto*, *Fournierella*, *Frisingicoccus*, *Intestinimonas*, *Ligilactobacillus*, *Limosilactobacillus*, *Paramuribaculum*, *Ruminococcus*, and *Turicibacter* were less abundant in all three UDB groups compared to the control (Supplementary Figure S1B) *Lactobacillus* and *Negativibacillus* were less abundant in the non-supplemented UBD and UBD + small MFG compared to the control, whereas *Clostridium* XVIII and *Sutterella* abundance was reduced only in UBD + small MFG compared to the control. 

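Among the 46 genera tested, 13 were less abundant in UBD, 12 in UBD + small MFG and 12 in UBD + large MFG than in the control, and 16 were so in at least 1 group. The 3 genera of lactobacilli measured, *Lactobacillus*, *Ligilactobacillus* and *Limosilactobacillus*, summed to 1.90 ± 1.27% in the control and to 0.356 ± 0.434% in UBD, 0.424 ± 0.327% in UBD + small MFG and 0.457 ± 0.399% in UBD + large MFG (exact two-sided Wilcoxon on the sum, adjusted over the lists, p = 0.0162, 0.0121 and 0.0568). All 3 were lower in UBD and 2 of 3 in each supplemented group, with the same counts when adjusted over the list alone. As a family, Lactobacillaceae did not pass the edgeR test in UBD (log2 fold change −2.12, adjusted p = 0.0507), UBD + small MFG (−2.09, 0.0623) or UBD + large MFG (−2.11, 0.0741). Plant fibre degraders, here *Ruminococcus* and *Monoglobus*, summed to 1.80 ± 0.489% in the control and to 0.313 ± 0.328%, 0.396 ± 0.360% and 0.313 ± 0.194% in the 3 UBD groups (exact adjusted p = 0.00404, 0.00404 and 0.00379), with 1 of 2 members lower in each; adjusted over the list alone, both were lower in UBD and 1 in each supplemented group. *Ruminococcus* held nearly all of the sum of fibre degraders in each group, so the test of that sum mostly repeats this genus. The paper names 1 of the 2 fibre degraders and all 3 lactobacilli, from these same rats, so the lists are not independent evidence of their direction.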

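*Frisingicoccus*, *Paramuribaculum*, *Clostridium sensu stricto*, *Ruminococcus* and *Turicibacter* were lower than in the control in all 3 UBD groups. *Frisingicoccus*, a fermenter of the Lachnospiraceae, held 0.119 ± 0.0727% in the control (n = 7) and 0.00146 ± 0.00414% in UBD (n = 8; 4 counts, all in rat 14; log2 fold change −6.04, standard error 1.05, adjusted p = 0.000148 from edgeR). It had no counts in UBD + small MFG, at least 94.8-fold lower, or in UBD + large MFG, at least 82.9-fold lower (against 3 counts over the group). *Paramuribaculum*, a polysaccharide-degrading Bacteroidales genus, fell from 0.515 ± 0.234% in the control to 0.0218 ± 0.0545% in UBD (−4.72, standard error 1.17, adjusted p = 0.00186 from edgeR; −7.50 without rat 23), 0.00224 ± 0.00516% in UBD + small MFG (−7.75, adjusted p = 3.2e-05) and 0.00369 ± 0.00975% in UBD + large MFG, all in rat 22 (−6.78, adjusted p = 0.000159). *Clostridium sensu stricto* held 1.52 ± 1.22% in the control and 0.118 ± 0.154%, 0.0823 ± 0.0617% and 0.0583 ± 0.0623% in UBD, UBD + small MFG and UBD + large MFG (log2 fold changes −3.75, −4.32 and −4.65; adjusted p = 0.00186, 0.000517 and 0.000328 from edgeR). *Ruminococcus*, which degrades plant fibre, held 1.78 ± 0.505% in the control and 0.309 ± 0.329%, 0.388 ± 0.361% and 0.306 ± 0.191% in the same order (−2.77, −2.28 and −2.46; adjusted p = 0.00186, 0.00550 and 0.00489 from edgeR). *Turicibacter* held 0.838 ± 0.289% in the control and 0.142 ± 0.144%, 0.111 ± 0.187% and 0.0700 ± 0.0540% (−2.65, −3.01 and −3.54; adjusted p = 0.00631, 0.00244 and 0.000785 from edgeR).
Among the lactobacilli, *Ligilactobacillus* was lower in UBD, UBD + small MFG and UBD + large MFG (log2 fold changes −2.45, −3.54 and −5.14; adjusted p = 0.0178, 0.00164 and 9.82e-05 from edgeR), from 0.613 ± 0.561% in the control. *Limosilactobacillus* held 0.114 ± 0.0980% in the control, was lower in UBD (−4.29, adjusted p = 0.00202 from edgeR; −7.45 without rat 14) and in UBD + small MFG (−3.66, 0.00550), and had 1 count in UBD + large MFG against 291 in the control, a ratio of 250 (95% counting interval 44.5 to 9896; at least 71.8-fold without rat 13, which held the count). *Lactobacillus* held 1.17 ± 0.801% in the control and was lower in UBD (−2.33, adjusted p = 0.0342 from edgeR), a call that was lost without control rat 11 or without UBD rat 13, 22, 23 or 24 (log2 fold change −3.27 to −2.13 over the rats left out). In UBD + small MFG it held 0.361 ± 0.298% and did not pass (−1.82, adjusted p = 0.0908 from edgeR). The butyrate producer *Intestinimonas* was lower in UBD and UBD + small MFG (−5.03 and −4.03; adjusted p = 0.00202 and 0.00639 from edgeR) and had no counts in UBD + large MFG, at least 38.6-fold lower. Control rat 24 held 81 of the 135 control counts. Without it the bound in UBD + large MFG was 17.2-fold, the log2 fold change in UBD was −3.57 (adjusted p = 0.0144 from edgeR), and the call in UBD + small MFG was lost (−2.57). *Fournierella* was lower in the 3 groups (−2.77, −3.20 and −2.57; adjusted p = 0.00777, 0.00415 and 0.0189 from edgeR), from 48 counts in the control, and the call in UBD + large MFG was lost without its rat 24 (−2.16).
*Negativibacillus* had no counts in any UBD rat and held 0.0318 ± 0.0493% in the control, at least 29.2-fold, 27.8-fold and 24.3-fold lower in UBD, UBD + small MFG and UBD + large MFG (adjusted p = 0.00777, 0.00820 and 0.0141 from edgeR). Without control rat 11, which held 48 of the 85 counts, the bounds were 14.8-fold, 14.1-fold and 12.3-fold. An exact two-sided Wilcoxon test on its shares did not pass in any of these groups (p = 0.0769, 0.0769 and 0.192). *Clostridium* XVIII was lower in UBD (−2.04, adjusted p = 0.0289 from edgeR), a call lost without control rat 11 (−1.66) or UBD rat 24 (−1.87), and did not pass in UBD + small MFG (−0.85, 0.352) or UBD + large MFG (−1.70, 0.0792). *Sutterella*, an asaccharolytic Betaproteobacterium, held 1.31 ± 0.668% in the control and was lower in UBD + small MFG, at 0.342 ± 0.171% (−2.03, adjusted p = 0.0102 from edgeR).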

*Bilophila* was less abundant in UBD + small MFG and UBD + large MFG compared to the control. 

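*Bilophila*, which reduces taurine-derived sulfite to hydrogen sulfide, held 1.65 ± 0.689% in the control and 1.21 ± 1.53% in UBD. It held 0.301 ± 0.326% in UBD + small MFG (log2 fold change −2.59, standard error 0.76, adjusted p = 0.00550 from edgeR) and 0.259 ± 0.332% in UBD + large MFG (−2.74, standard error 0.80, adjusted p = 0.00546 from edgeR). In UBD it did not pass the test (−0.76, adjusted p = 0.397). *Desulfovibrio*, the other hydrogen sulfide producer measured, went the opposite way, and the sum of both did not differ from the control (1.90 ± 0.771% in the control and 3.18 ± 1.49%, 2.32 ± 0.598% and 1.76 ± 1.23% in the UBD groups; exact two-sided Wilcoxon, adjusted p = 0.136, 0.452 and 0.695).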

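*Holdemania*, of the Erysipelotrichia, a class of Firmicutes linked to host lipid handling, held 0.0187 ± 0.0206% in the control (43 counts) and 0.00263 ± 0.00452% in UBD + large MFG (6 counts; log2 fold change −2.73, standard error 1.03, adjusted p = 0.0313 from edgeR). The call was kept in 8 of the 14 fits that each left out 1 rat (−3.60 to −2.04) and was lost without control rat 24 or without rat 11, 12, 13, 22 or 24 of UBD + large MFG. In UBD it held 0.00567% (−1.71, adjusted p = 0.123) and in UBD + small MFG 0.00856% (−1.20, adjusted p = 0.268). The 4 genera of this class that were tested moved apart, with *Faecalibaculum* higher and *Turicibacter* lower in all UBD groups, and their sum did not differ from the control in UBD (1.30 ± 1.78% against 0.948 ± 0.333%, exact two-sided Wilcoxon, adjusted p = 0.506).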

*Holdemania* was less abundant in UBD + large MFG compared to the control. All these bacteria, except for *Paramuribaculum*, *Sutterella*, and *Bilophila*, belonged to the phylum Firmicutes.

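In UBD, 8 genera were more abundant than in the control, in UBD + small MFG 8 and in UBD + large MFG 6, with 10 genera in at least 1 group. The mucin-associated genera (*Akkermansia*, *Mucispirillum*, *Bacteroides* and *Parabacteroides*) together held 10.4 ± 2.62% in the control and 17.7 ± 5.15% in UBD, 17.9 ± 8.91% in UBD + small MFG and 23.7 ± 4.90% in UBD + large MFG (exact two-sided Wilcoxon on the sum, adjusted p = 0.0141, 0.0879 and 0.00379). Of these 4 genera, 2 were higher in UBD, 1 in UBD + small MFG and 2 in UBD + large MFG, with the same counts when adjusted over the list alone. *Parabacteroides* held 5.84 ± 1.45% in the control and passed in none of them. The paper names 2 of the 4, from these same rats.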

Fifteen genera demonstrated significantly higher abundance in at least one UBD group compared to the control. 

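*Faecalibaculum*, a genus of the Erysipelotrichia, held 0.0115 ± 0.0151% in the control and 1.13 ± 1.65% in UBD, 0.764 ± 0.341% in UBD + small MFG and 0.734 ± 0.604% in UBD + large MFG (log2 fold changes 6.41, 5.84 and 5.96, with standard errors of 1.02, 0.99 and 1.01; adjusted p = 1.44e-05, 1.63e-05 and 2.86e-05 from edgeR). *Desulfovibrio*, a sulfate reducer that releases hydrogen sulfide, held 0.247 ± 0.104% in the control and 1.97 ± 1.10%, 2.02 ± 0.530% and 1.50 ± 1.04% in the same groups (2.78, 2.91 and 2.58; adjusted p = 1.44e-05, 1.45e-05 and 4.14e-05 from edgeR). *Turicimonas*, a relative of *Sutterella*, held 0.0362 ± 0.0265% in the control and 0.412 ± 0.288%, 0.363 ± 0.273% and 0.505 ± 0.367% (3.34, 3.23 and 3.76; adjusted p = 0.000301, 0.000376 and 8.33e-05 from edgeR). The family Sutterellaceae as a sum did not differ from the control in UBD (1.65 ± 0.777% against 1.73 ± 0.677%, exact two-sided Wilcoxon, adjusted p = 0.867).
*Bacteroides*, which degrades plant and mucin polysaccharides, held 3.75 ± 1.23% in the control and rose in UBD to 9.21 ± 4.27% (1.05, standard error 0.31, adjusted p = 0.00666 from edgeR) and in UBD + large MFG to 12.0 ± 5.05% (1.65, standard error 0.32, adjusted p = 9.82e-05 from edgeR). In UBD its fold change was under the threshold without control rat 21, 22, 23 or 24 or UBD rat 22 or 23 (lowest 0.91). In UBD + small MFG, at 7.27 ± 3.63%, it passed the adjusted p (0.0187 from edgeR) with a log2 fold change of 0.87, under the threshold of 1. *Ruthenibacterium* held 0.0254 ± 0.0188% in the control and rose in UBD (4.15, adjusted p = 0.00202 from edgeR) and in UBD + small MFG (2.49, adjusted p = 0.0356 from edgeR), and did not pass in UBD + large MFG (2.37, adjusted p = 0.0562 from edgeR). UBD rat 22 held 3.25%, and without it the log2 fold change in UBD was 1.76 and did not pass. The call in UBD + small MFG was lost without control rat 11, 12, 14 or 23 or rat 14 or 24 of that group (lowest 1.64).

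**Figure D4:**
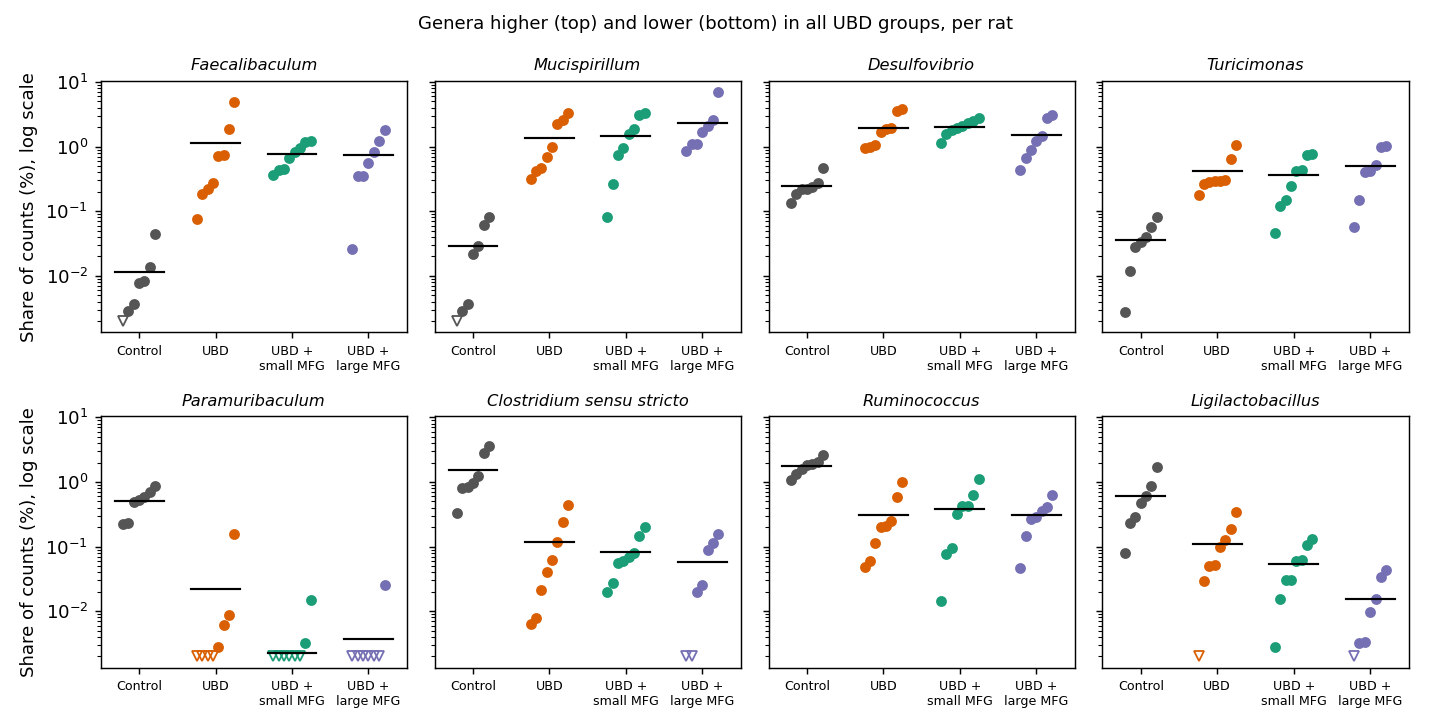
Share of counts (%, log axis) of 4 genera higher (top) and 4 lower (bottom) in all UBD groups; each filled point is a rat, open triangles are rats below the lowest level drawn, zeros included, and lines are group means. Control and UBD rats do not overlap for *Desulfovibrio*, whose highest control rat has 0.461%, except for 1 rat of UBD + large MFG.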

*Bacteroides*, *Desulfovibrio*, *Faecalibaculum*, *Mucispirillum*, *Ruthenibacterium* and *Turicimonas* were more abundant in all three UBD groups compared to the control. 

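*Flintibacter*, a butyrate producer, was more abundant in UBD + small MFG, at 4.44 ± 1.59%, than in the control, at 1.79 ± 0.624% (log2 fold change 1.28, standard error 0.31, adjusted p = 0.00119 from edgeR); without control rat 14 the fold change was 0.97, under the threshold of 1. *Anaerotruncus* rose from 5 counts in the control to 34 in UBD (2.26, standard error 0.88, adjusted p = 0.0341 from edgeR) and 43 in UBD + small MFG (2.79, standard error 0.89, adjusted p = 0.00936 from edgeR). *Schaedlerella* rose from 5 counts to 40 in UBD (2.78, adjusted p = 0.0286 from edgeR) and 50 in UBD + small MFG (3.20, adjusted p = 0.0102 from edgeR). In UBD both rest on few counts. The call of *Anaerotruncus* was lost without control rat 11, 12, 22, 23 or 24 or UBD rat 14 or 24 (1.87 to 2.94 over all rats left out), and that of *Schaedlerella* without control rat 11, 14 or 22 or UBD rat 12, 13 or 14 (2.31 to 3.47).
*Bifidobacterium* had 2 counts in the control and 22 in UBD + small MFG, a ratio of 11.2 (95% counting interval 2.76 to 98.4), and did not pass over all genera (adjusted p = 0.0503 from edgeR); as the only member of its list, unadjusted, it passed in all 3 UBD groups. *Clostridium* XlVa held 0.0634% in the control and 0.226% in UBD + small MFG (1.79, adjusted p = 0.0617 from edgeR), and *Lawsonibacter* 0.602 ± 0.374% and 1.36 ± 0.897% (1.16, adjusted p = 0.114 from edgeR). The list of butyrate producers, which counts *Anaerotignum* as a fermenter, had 5 genera tested. They summed to 3.14 ± 1.00% in the control and 6.33 ± 1.97% in UBD + small MFG (exact two-sided Wilcoxon, adjusted p = 0.00404). *Flintibacter* was higher, *Intestinimonas* lower and 3 were not called, also when adjusted over the list alone. *Flintibacter* held most of the sum in both groups, so no rise of the list as a whole is shown. The 5 genera summed to 4.30 ± 1.14% in UBD and 3.92 ± 1.01% in UBD + large MFG, which did not differ from the control (exact adjusted p = 0.136 and 0.516). The list holds 4 genera that the paper names from these rats.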

*Anaerotruncus* and *Schaedlerella* were both higher in UBD and UBD + small MFG, whereas *Bifidobacterium*, *Clostridium* XlVa, *Flintibacter*, and *Lawsonibacter* were only significantly more abundant in UBD + small MFG compared to the control. 

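*Adlercreutzia*, the only genus of the Eggerthellaceae measured, held 0.0229 ± 0.0189% in the control and rose to 0.101 ± 0.0711% in UBD + large MFG (log2 fold change 2.09, standard error 0.75, adjusted p = 0.0242 from edgeR). The call was lost without control rat 14, 22 or 24 (lowest log2 fold change 1.78). In UBD + small MFG it held 0.0712 ± 0.0416% (1.52, standard error 0.73) and did not pass when adjusted over all genera (adjusted p = 0.0821 from edgeR); adjusted over the list alone, which holds this 1 genus, it passed. In UBD it held 0.0632% (1.31, adjusted p = 0.129 from edgeR).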

*Adlercreutzia* was more abundant in UBD + small MFG and UBD + large MFG compared to the control. The UBD + large MFG also demonstrated a higher abundance of *Anaerotignum* and *Duncaniella* compared to the control. 

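In UBD + large MFG, *Anaerotignum* held 0.126 ± 0.0755% and in the control 0.272 ± 0.0875%, a log2 fold change of −1.13 (standard error 0.51, adjusted p = 0.0716 from edgeR). *Duncaniella*, a polysaccharide-degrading genus of the Muribaculaceae, held 0.438 ± 0.195% in UBD + large MFG and 0.173 ± 0.101% in the control (1.31, standard error 0.59, adjusted p = 0.0716 from edgeR). Neither passed the test over all genera. *Duncaniella* held 0.210 ± 0.145% in UBD and 0.272 ± 0.129% in UBD + small MFG. Within the genus, ASV104 rose in all UBD groups, from 1 count in the control to 100, 260 and 297 counts in UBD, UBD + small MFG and UBD + large MFG, ratios of 96.9 (95% counting interval 17.0 to 3867), 265 (47.2 to 10509) and 346 (61.6 to 13717). Without control rat 24, which held this count, the bounds were at least 29.0-fold, 79.3-fold and 104-fold, and without rat 24 of UBD + small MFG the second ratio was 157. The 3 Muribaculaceae genera summed to 0.704 ± 0.321% in the control, 0.252 ± 0.204% in UBD, 0.299 ± 0.121% in UBD + small MFG and 0.516 ± 0.205% in UBD + large MFG (exact two-sided Wilcoxon against the control, adjusted p = 0.0192, 0.00539 and 0.516), with *Paramuribaculum* the 1 genus of 3 called lower in each.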

*Bacteroides* and *Duncaniella* belong to the phylum Bacteroidia, whereas *Mucispirillum* belongs to the phylum Deferribacteres. *Anaerotignum*, *Anaerotruncus*, *Clostridium* XlVa, *Faecalibaculum*, *Flintibacter*, *Lawsonibacter*, *Ruthenibacterium* and *Schaedlerella* are Firmicutes.

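*Alistipes*, a genus of Bacteroidetes, held 4.49 ± 2.20% in UBD + large MFG, 2.38 ± 1.06% in UBD, 2.49 ± 0.915% in UBD + small MFG and 4.09 ± 1.25% in the control. By shares, UBD + large MFG exceeded UBD and UBD + small MFG (exact two-sided Wilcoxon, adjusted p = 0.0308 for both), while UBD and UBD + small MFG lay below the control (exact adjusted p = 0.0308 for both) and UBD + large MFG did not differ from it (exact p = 1). In edgeR the difference between UBD + large MFG and UBD was 1.12 on the log2 scale and did not pass (adjusted p = 0.0621), and *Alistipes* was called lower in UBD than in the control (−1.01, standard error 0.34, adjusted p = 0.0158), right at the fold threshold and lost without control rat 11, 12 or 24 or UBD rat 12, 13, 21, 22 or 24 (−1.18 to −0.70 over all rats left out). The mean of UBD + large MFG owes much to 1 ASV, ASV114, with 2717 counts in 4 of its 7 rats and 7.08% in 1 rat, against 3 counts in the control, 2 in UBD and 72 in UBD + small MFG. Without rat 12, *Alistipes* held 3.73 ± 1.03% in UBD + large MFG. The exact test against UBD was not past the threshold without rat 12, 14, 22 or 23 of UBD + large MFG or UBD rat 13, 21, 22 or 24 (adjusted p up to 0.0639).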

Subsequent analysis of differentially abundant microbes between non-supplemented UBD and UBD + small MFG or UBD + large MFG revealed that the *Bacteroidota* genus *Alistipes* was more abundant in UBD + large MFG compared to the non-supplemented UBD group, and no difference was detected compared to the control group (Supplementary Figure S1C). *Anaerotignum* abundance was significantly reduced in UBD + large MFG compared to all other groups, whereas *Flintibacter* abundance was significantly increased in UBD + small MFG compared to all other groups. 

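*Anaerotignum* held 0.409 ± 0.211% in UBD and 0.540 ± 0.259% in UBD + small MFG, above UBD + large MFG in both cases (exact two-sided Wilcoxon on shares, adjusted p = 0.0112 for both; 0.0140 for UBD + large MFG against the control). *Flintibacter* held 2.27 ± 0.701% in UBD and 1.84 ± 0.811% in UBD + large MFG, both below UBD + small MFG (exact adjusted p = 0.0140 and 0.0112), and UBD + small MFG exceeded the control as well (exact adjusted p = 0.00746). In edgeR, *Anaerotignum* was lower in UBD + large MFG than in UBD + small MFG (log2 fold change −2.07, adjusted p = 0.0129), and its difference from UBD did not pass (−1.54, adjusted p = 0.0621). *Flintibacter* was higher in UBD + small MFG than in UBD (1.11, adjusted p = 0.0276 from edgeR), under 6 of 17 other settings as well, DESeq2 among them. It did not pass with library size only (adjusted p = 0.136), TMMwsp (0.142), the first digit as random block (0.0962) or the replicate block (0.132), all from fits to every genus with edgeR or limma. It was lower in UBD + large MFG than in UBD + small MFG (−1.17, adjusted p = 0.0129 from edgeR). The edgeR calls between the supplemented groups were made under 13 (*Anaerotignum*) and 11 (*Flintibacter*) of the 17 settings. Among the 17, the setting with no fold threshold is the same fit with a looser rule and could not lose a call. All 3 calls depend on single rats. *Flintibacter* against UBD was lost without UBD rat 11, 12, 13 or 21 or rat 11, 14, 21, 23 or 24 of UBD + small MFG (0.79 to 1.21 over all rats left out). Between the supplemented groups, *Anaerotignum* was lost without rat 23 of UBD + small MFG or rat 12, 14, 23 or 24 of UBD + large MFG (−2.36 to −1.70), and *Flintibacter* also without rats 14 and 24 of UBD + small MFG (−1.30 to −0.84).
Single ASVs of these genera differed too. In *Flintibacter*, ASV32 held 2.98 ± 2.19% in UBD + small MFG, 0.929 ± 0.642% in UBD, 0.488 ± 0.281% in UBD + large MFG and 0.457 ± 0.349% in the control; UBD + small MFG passed against the last 2 (exact adjusted p = 0.0280 for both) and not against UBD (0.145, exact). In *Anaerotignum*, ASV73 held 0.390 ± 0.199% in UBD and 0.504 ± 0.250% in UBD + small MFG against 0.133 ± 0.0495% in the control and 0.117 ± 0.0716% in UBD + large MFG. A second ASV of the genus, ASV710, was found in all 7 control rats at 0.131 ± 0.0690% and had 1 count in UBD, 21 in UBD + small MFG (19 of them in rat 14) and 1 in UBD + large MFG.

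**Figure D5:**
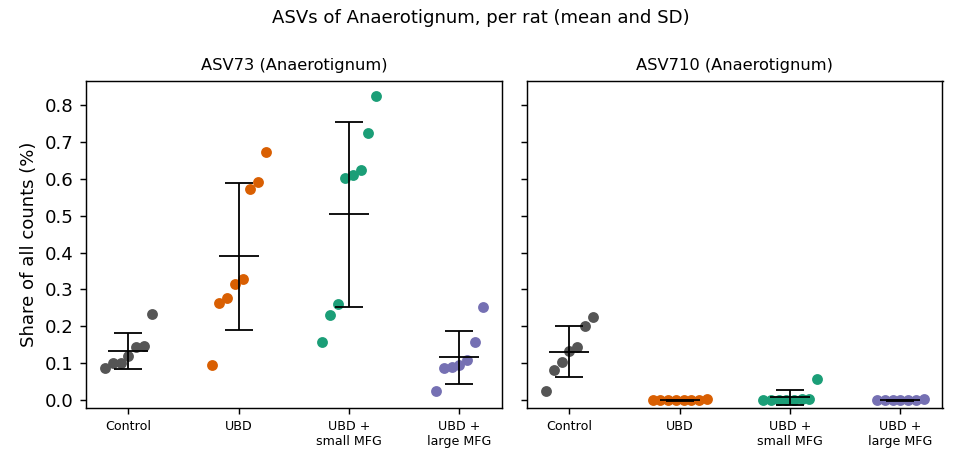
Share of all counts (%) of ASV73 and ASV710, both *Anaerotignum*, in each rat; points are rats, and lines and bars are the mean and SD of each group. ASV710 is near 0 in the UBD groups, where ASV73 reaches 0.822% in UBD + small MFG.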

*Ligilactobacillus* was less abundant in UBD + large MFG compared to the non-supplemented UBD group.

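*Ligilactobacillus* held 0.111 ± 0.112% in UBD, 0.0546 ± 0.0449% in UBD + small MFG and 0.0155 ± 0.0167% in UBD + large MFG. By shares, UBD + large MFG lay below UBD (exact two-sided Wilcoxon, adjusted p = 0.0315), and no other difference among the UBD groups passed (exact adjusted p = 0.505 for UBD against UBD + small MFG and 0.113 for the supplemented groups). In edgeR the difference between UBD + large MFG and UBD was −2.70 on the log2 scale and did not pass (adjusted p = 0.0621). It stands on 36 counts in UBD + large MFG and 312 in UBD, and the exact test, adjusted over the 6 pairs of groups, was not past the threshold without UBD rat 12, 13, 14, 21, 23 or 24 or rat 12 of UBD + large MFG (adjusted p up to 0.0639). Adjusted over all genera instead, the exact test of UBD + large MFG against UBD called none of *Alistipes*, *Anaerotignum* and *Ligilactobacillus*.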

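Against the control, edgeR called 21 genera in UBD, 20 in UBD + small MFG and 18 in UBD + large MFG, of which 10 were lower and 4 higher in all 3 groups. The 4 were *Faecalibaculum*, *Mucispirillum*, *Desulfovibrio* and *Turicimonas*. Among the UBD groups it called 1 genus between UBD and UBD + small MFG, none between UBD and UBD + large MFG (8 at an unadjusted p under 0.05, and 3 called by DESeq2) and 2 between the supplemented groups. All 3 lists use the same 7 control rats. In 100 simulations of the 4 groups without any change, with the control shared in this way, no genus was lower or higher in all 3. These simulations hold no true change and no cages, so few calls could arise. They do not show how much of the overlap comes from the shared control rats. When the control rats were divided among the comparisons, a median of 5 genera was lower (range 2 to 7) and 3.5 higher (3 to 4) in all 3. Each comparison then had only 2 or 3 control rats. Fewer calls are made with so few rats, so this does not show how much of the overlap the shared control rats made. On simulated counts with these totals and rats, a 16-fold change was found in 87.5% to 97.5% of changed taxa (genera and taxa without a genus name, 60 in all) and a 4-fold change in 37.5% to 65.0%, so modest effects of MFG can be missed. Because the dysbiosis on the UBD was not corrected by MFG, the paper proposes that the better bone measures with small MFG come about in another way.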

In summary, the UBD led to marked changes in the microbiome, whereas MFG supplementation had only a minimal effect, most pronounced in UDB + large MFG, despite UBD + small MFG exhibited the biggest bone parameter improvement compared to UBD without MFG supplementation.

## Discussion

The current study aimed to elucidate the effect of MFG on growth and development of postweaning rats fed a protein- and micronutrient-deficient diet, with a specific focus on bone quality and mechanical properties. The natural structure of the MFG was maintained to obtain new insights on the importance of its macrostructure and the relevance of globule size in guiding physiological processes. Previous studies have demonstrated the effect of isolated polar lipids on growth and metabolism, by using different streams of the dairy industry enriched with MFGM. However, the MFG’s natural macrostructure is destroyed during processing. Therefore, commercially available whey and butterfat fractions as a source for polar lipids and MFGM do not allow evaluating the effect of the natural structure of milk fat, or to distinguish between large and small MFG. Large and small MFG differ with respect to their lipidome and proteome and therefore, their bioactivities are expected to differ as well. The present study contributes to our understanding of the physiological role of MFG structure and size during early development.

In the current study, UBD consumption resulted in growth retardation and decreased weight gain. These results were common to all UBD groups, regardless of MFG supplementation. This result support our initial hypothesis that the protein and carbohydrate received as part of the MFG supplement have no or only marginal effect on the overall macronutrient consumed by the UBD groups. Moreover, the protein in the supplement is comparable to the protein in the bulk diet since both originate from cow milk and lactose in the supplement as a disaccharide is expected to have only marginal effect on top of the sucrose, a disaccharide used in the bulk diet. The reduction in growth rate of the UBD groups started early in the study, before reduced intake was recorded, suggesting that it was not a consequence of lower caloric intake. The fact that supplementation of small or large MFG did not change growth patterns compared to the UBD is in agreement with previous studies that found no effect on growth or weight gain in infants fed formula supplemented with MFGM (48, 49). Nonetheless, supplementation of MFGM as a complementary food for infants between 6 and 11 months of age improved weight gain, particularly in girls (50). These discrepancies highlight the need to understand the effect of structured lipids on growth trajectories and metabolism, which may differ at different stages of growth and age.

Although MFG supplementation did not affect caloric intake or growth in UBD fed rats, supplementation of small MFG to the UBD increased protein and carbohydrate utilization for growth. This means that less protein and carbohydrates were needed to support the same weight gain, and suggests differences in digestion and absorption efficiency. Small MFG contain more membrane than large MFG (51). Therefore, the UBD + small MFG had a greater MFGM content, which might explain the differences in protein utilization for growth because interactions between MFG and dietary proteins have been demonstrated—for example, a hydrophobic interaction between MFG and casein micelles in the stomach [reviewed by He et al. (52)]—and this may change protein digestion and absorption. Moreover, glycoproteins on the surface of the MFGM can reduce the rate of proteolysis by pepsin, thereby changing protein-digestion rates. Interestingly, we did not find any effect of MFG on fat utilization for growth, as might be expected based on previous studies in cows and broilers, where improved lipid digestion and absorption were found when polar lipids were supplemented to the diet (53, 54). This could be a result of the difference in the total fat content in the diets, which is typically much lower for these farm animals compared to the fat content in the UBD of the present study. Moreover, the very low dosage of MFG used in the present study also contributes to differences between the current results and previous *in vivo* studies.

All of the UBD had similar FA composition and PUFA content. In addition, the ratio between omega 6 and omega 3 was almost identical in the control and treatment groups. Although large and small MFG differ in their FA composition (16, 55), their contribution to the dietary FA composition was only marginal; the major source of dietary fat in the UBD groups was soy oil. Eating an UBD decreased the concentration of SFA and MUFA in all tissues compared to the control, excluding the SFA in the adipose tissue which decreased in the UBD + small MFG group. The reduction of MUFA, especially palmitoleic acid (c16;1), suggests a profound metabolic change in the UBD groups, usually associated with obesity [reviewed by Frigolet and Gutiérrez-Aguilar (56)].

MFG supplementation, especially small MFG, changed the FA composition in several tissues, making it more similar to that of the control. For example, in the bone marrow, supplementation of MFG reduced the level of PUFA compared to the non-supplemented UBD group. Moreover, in all examined tissues, the ratio between n-6 PUFA and n-3 PUFA was significantly higher in the UBD groups, although supplementation with small MFG reduced it, again making it more similar to the control. The ratio between omega 6 and omega 3 can influence the reactivity of lipid-mediated signaling molecules called eicosanoids (57). Depending on the initial substrates and the ratio between the substrates, different classes of eicosanoids are generated (58). Typically, eicosanoids formed from omega-6 precursors are considered proinflammatory (59, 60), whereas those from omega-3 PUFA are associated with reduced production of proinflammatory cytokines, specifically TNFα and interleukin (IL) 1 (61). Lau et al. (62) found that a lower ratio between n-6 and n-3 PUFA in the femur of young fat-1 transgenic mice correlated with stronger and healthier bones. In addition, an endogenous or exogenous source of omega-3 FA improved skeletal development and bone quality in these mice (44), and trabecular bone microarchitecture (43) and tibial BMD in young rats (63). In humans, Högström et al. (64) showed that omega-3 PUFA are positively associated with higher BMD in healthy young men. Thus, we assume that the ratio between n-6 PUFA and n-3 PUFA in small MFG contributed to better bone development. It should be noted that despite similar PUFA composition in the UBD, which was determined primarily by the oil used to formulate them, small MFG contain almost 5 times more n-3 PUFA than large MFG. This difference between small and large MFG can likely explain the differences in their effect on bone microarchitecture, which was improved when UBD was supplemented with small MFG. The fact that this was achieved without changing the overall composition of the diet supports our assumption that the structure of the dietary FA plays a role in metabolism and development.

## An unbalanced diet affects bone quality

The UBD used in the present study was low in protein and micronutrients.

Previous studies have shown that low protein intake changes endocrine signals that can affect bone mineralization, such as the concentration of parathyroid hormone (65) and insulin-like growth factor 1 (IGF-1) (66). In animal experiments, rats fed a low-protein diet presented inferior trabecular and cortical bone parameters compared to those fed a control diet (67–69). In terms of micronutrient deficiency, rats fed a diet with low concentrations of vitamin D, vitamin K, calcium, iron, magnesium, and phosphorus showed an adverse effect on bone microarchitecture (70–73). These changes in bone morphology are expected to alter its mechanical parameters. Concomitantly, we recorded lower values of stiffness, yield point, and maximum load in the UBD groups. However, energy to fracture was not altered by the treatment and was similar between groups. The UBD + small MFG group showed improvement in the microarchitecture of the bone compared to the other UBD groups, but this was not reflected in the mechanical tests. These results suggest that the improvement in bone microarchitecture was not big enough to be translated into bone strength.

### MFG supplementation does not modulate the effects of an UBD on the microbiome

One possible mechanism responsible for the differences in bone quality is a change in the gut microbiome. Several studies have linked dysbiosis to a variety of pathological conditions, negatively impacting the skeleton (74). Furthermore, MFGM harboring two forms of glycoconjugates (glycoproteins and glycolipids), are thought to have antimicrobial, anti-inflammatory, and prebiotic functions in the gut (75–78), thus changes in the composition and relative mass of the MFGM, represented in this study by UBD + small MFG and UBD + large MFG, could change the gut microbiome and consequently, bone growth and development.

In accordance with this study, the effects of unbalanced high-fat diets have been reported to influence microbiome composition in various organisms, mostly by altering the abundance of Bacteroidetes and Firmicutes (79–82). Our results showed significant differences in beta diversity and major changes in the abundance of various Firmicutes genera between all UDB groups and the control. However, the overall phylum abundance of Bacteroidetes and Firmicutes was only severely changed in UDB + large MFG compared to the control, which has also been reported for overweight high-fat diet-fed rats supplemented with additional polar lipid-enriched MFGM during pregnancy and lactation (83). A reduction in frequency of the Firmicutes phylum was reported in mice fed an ultraprocessed diet—which exhibited inferior bone parameters (45), as well as in patients with osteoporosis (84). Furthermore, only UBD + large MFG exhibited a reduced Shannon index and a diverging microbial composition compared to the other UBD groups. In total, our data indicates that the total abundance of Bacteroidetes and Firmicutes as well as alpha diversity do not necessarily correlate with bone quality, which was lower in all UBD groups compared to the control. The fact that changes in microbiome are not expressed in bone physical properties is like to be attributed to the deviation from the control microbiome composition. Microbial community composition may be affected by lipid utilization of large MFGs affects bacterial biofilm formation and growth (17). To further elucidate the effect of MFG on the microbiome bone axis, future studies should modify MFG supplementation in UBD groups to obtain a control like microbial composition.

Focusing on specific genera that could mitigate the effect of the UBD on the skeleton, the genus *Faecalibaculum* is positively correlated with IL1β (85), a downstream regulator of the effects of TNFα on inducing osteoclastogenesis and joint damage (86, 87). Furthermore, the abundance of several bacteria belonging to the class Clostridia, such as *Clostridium sensu stricto*, *Fournierella*, *Frisingicoccus*, *Intestinimonas*, *Ruminococcus*, and *Ruthenibacterium*, was either reduced or increased in all UBD groups compared to controls. Clostridia, and especially members of the family *Ruminococcaceae*, were strongly enriched after treatment of osteoporotic rats with parathyroid hormone (88), indicating one possible way in which the imbalance of Firmicutes observed in the UBD group could negatively impact bone development. Finally, the analysis excluded ASVs that could not be identified on the genus level and an involvement of these bacteria in bone development cannot be ruled out.

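Taxa without a genus name also differed between the diets. A taxon named only to the class Clostridia, almost all of it 1 sequence, ASV246, had 1 count in the 7 control rats and held 0.290 ± 0.215% in UBD, 0.196 ± 0.0732% in UBD + small MFG and 0.0299 ± 0.0351% in UBD + large MFG, ratios of 759 (95% counting interval 136 to 30020), 521 (93.1 to 20615) and 79.2 (13.8 to 3176) to the control. Unnamed Bacteroidaceae rose from 4.20 ± 0.891% in the control to 10.7 ± 3.04% in UBD (log2 fold change 1.17, adjusted p = 0.000489 from edgeR) and 11.1 ± 3.45% in UBD + large MFG (1.46, adjusted p = 3.54e-05 from edgeR). In UBD + small MFG they held 8.42 ± 2.44% (0.91, under the fold threshold). ASVs not assigned to a domain held 31.6 ± 2.78% in the control and 20.9 ± 4.50%, 20.3 ± 4.33% and 24.5 ± 5.17% in the 3 UBD groups (exact two-sided Wilcoxon, adjusted p = 0.00373, 0.00186 and 0.0350). In edgeR they did not pass in UBD + large MFG (log2 fold change −0.34, adjusted p = 0.176) and were under the fold threshold in UBD (−0.75) and UBD + small MFG (−0.71).
Of 305 ASVs with at least 10 counts in at least 7 rats, edgeR called 144 in UBD (90 higher and 54 lower than in the control), 118 in UBD + small MFG (73 and 45) and 106 in UBD + large MFG (66 and 40). ASVs without a genus name were 220 of the 305 tested and 99, 78 and 72 of those called, no larger a part than among those tested. ASV293, of the order Clostridiales, had no counts in the control and held 0.0841 ± 0.0447%, 0.167 ± 0.130% and 0.0561 ± 0.0339% in the UBD groups, at least 74.0-fold, 150-fold and 48.6-fold higher. ASV233, with no domain, was found in all control rats at 0.425 ± 0.270% and had 6 counts in UBD, 1 in UBD + small MFG and none in UBD + large MFG.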

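Single ASVs differed between the UBD groups. ASV273, of *Desulfovibrio*, a genus that edgeR did not call between these groups, held 0.481 ± 0.460% in UBD and 0.174 ± 0.262% in UBD + small MFG, and had 5 counts in UBD + large MFG and 3 in the control (UBD + large MFG against UBD, log2 fold change −7.65, adjusted p = 0.00136 from edgeR; against UBD + small MFG, −6.25, adjusted p = 0.00720 from edgeR). The first difference was called under all 5 other settings tried for ASVs, and the second was not called with the first digit of the rat number as random block (−3.82, adjusted p = 0.0834 from limma) or the replicate number as block (−5.19, adjusted p = 0.0737 from edgeR). ASV261, of *Alistipes*, held 0.143 ± 0.0617% in UBD + large MFG and 0.0433 ± 0.0276% in UBD (1.60, adjusted p = 0.0409 from edgeR), called under 1 of the 5 other settings, DESeq2. ASV123, of the Lachnospiraceae, had 2480 counts in 6 of 8 rats of UBD + small MFG and 854 counts in the control, 1 in UBD and none in UBD + large MFG, with 1 rat at 7.14%. In all, edgeR called 2 ASVs between UBD and UBD + small MFG, 8 between UBD and UBD + large MFG (2 higher and 6 lower with large MFG) and 8 between the supplemented groups, all lower with large MFG. These counts depend on the setting. In the same order they were 14, 19 and 32 with DESeq2, 0, 7 and 2 with the first digit as random block, 0, 2 and 0 with the replicate block, and 2, 3 and 8 with library size only.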

Neither small nor large MFG supplementation led to pronounced differences in the identified genera’s abundance between the UBD groups. From the four genera found to be differentially abundant in one of the MFG-supplemented groups compared to the non-supplemented UBD group, only two have been linked to bone remodeling: the species *Alistipes indistinctus* was found to be lower in senile osteoporotic rats (89) and its increased abundance in UBD + large MFG compared to controls highlights this genus as an interesting candidate for future research. Jung et al. (90) showed that spent culture supernatant of *Ligilactobacillus salivarius* strain MG2645 reduces osteoclastogenesis-related gene expression in RAW 264.7 macrophages, but the connection between *Ligilactobacillus* and MFG is unclear. Considering the similarity of non-supplemented UBD and UBD + large MFG bone phenotype, the even stronger reduction in *Ligilactobacillus* abundance may not be biologically relevant.

Because the dysbiosis following UBD consumption was not improved by MFG administration, the observed phenotypical bone improvements in UBD + small MFG are likely related to another mechanism that connects MFG with bone development.

### Synopsis: the importance of food structure

Rats were fed a formulated diet that mimics the Western diet—characterized by the consumption of ultraprocessed foods that are high in sugar and fat, and low in protein, fiber, and micronutrients. Ultraprocessed food is usually stripped of its natural structure and therefore, the importance of structure is rarely studied. Milk fat is secreted in a complex structure that is profoundly different from processed, isolated dietary ingredients and from plant derived dietary oils (91). Milk-fat composition is dominated by its triglyceride core (fat). However, the composition and content of the bioactive trilayer of polar lipids, glycoconjugates, and proteins enveloping the triglyceride droplet are altered by the size of the milk fat globule. Here, the natural structure of milk fat was studied in relation to the development and health of animals fed an unbalanced diet. To the best of our knowledge, this is the first study which aims to assign a physiological role to the size diversity of milk fat globules present in milk. The potential of milk fat, in its natural structure, to alleviate the detrimental effects of the unbalanced diet is demonstrated.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/ with the accession number: GSE239878.

## Ethics statement

The animal study was approved by the Hebrew University Ethics Committee AG-18-15578-3. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

NA-A: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. HA: Data curation, Formal analysis, Visualization, Writing – original draft. JJ: Data curation, Formal analysis, Writing – original draft. SD: Data curation, Visualization, Writing – original draft. CR: Methodology, Writing – review & editing, Writing – original draft. RM-S: Formal analysis, Writing – original draft. SP: Formal analysis, Writing – original draft. EM-O: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Resources, Supervision, Validation, Writing – original draft, Writing – review & editing.

# Supplementary material for: Effect of milk fat globules on growth and metabolism in rats fed an unbalanced diet
**Source:** Front Nutr. 2024 Jan 11;10:1270171. doi: 10.3389/fnut.2023.1270171
**Supplement:** Supplementary file 1

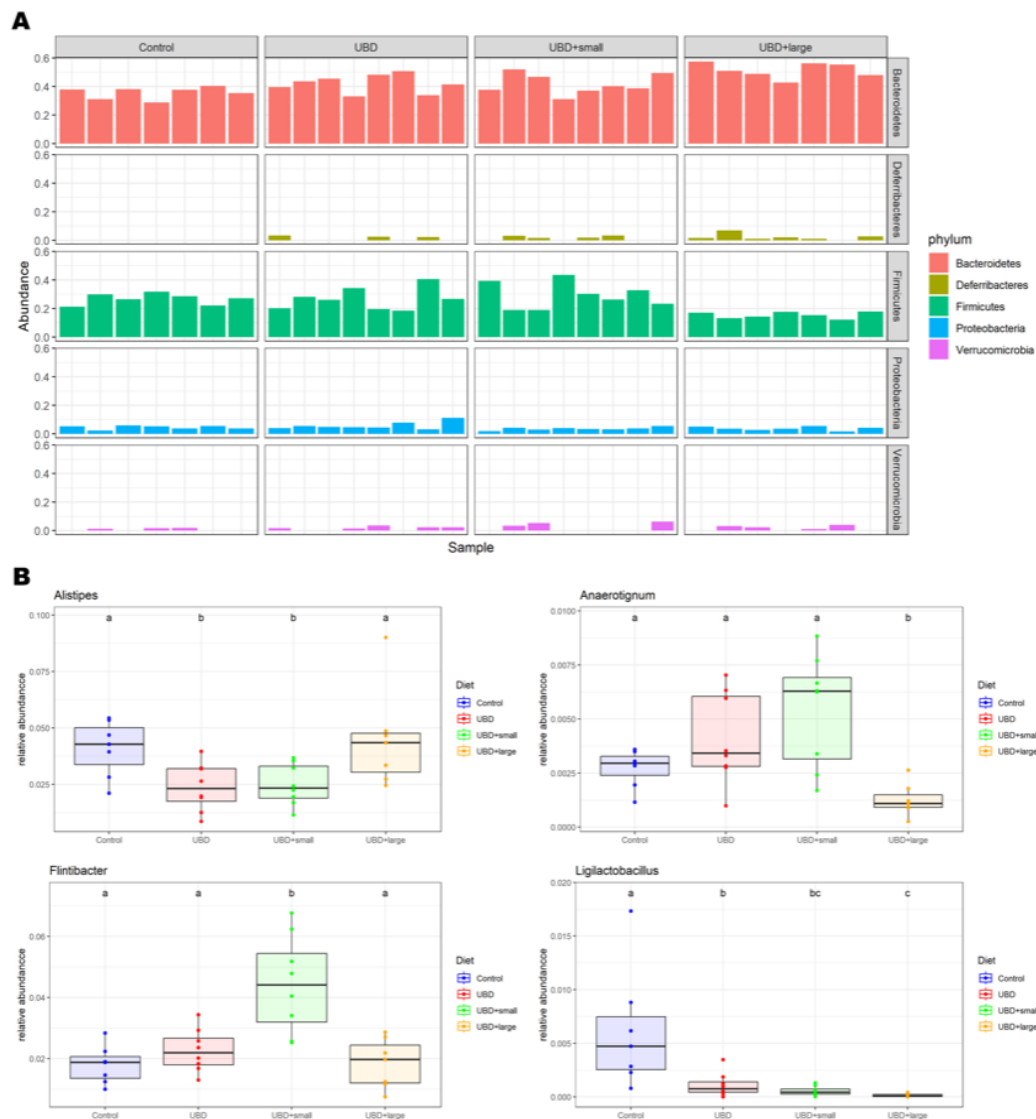

Figure S1. Phylum composition of the gut microbiota and differential abundant bacteria after MFG supplementation. (A) Distribution of the bacterial taxa at the phylum level per sample of each group. Only ASVs above the minimum frequency of 1% are included. **(B)** Differential abundance of bacterial genera in UBD+small and UBD+large groups compared to the UBD control, analyzed using DESeq2 with $p_{adj} < 0.05$, $\log_2FC \geq 1$ and counts ≥ 50 . Unclassified genera were excluded. Subsequent pairwise Wilcoxon rank sum test with FDR adjustment was performed on normalized counts of the genera. Different letters denote significant differences at $p_{adj} < 0.05$ between groups. $n = 7$ rats/group for control and UBD+large MFG, and $n = 8$ rats/group for UBD and UBD+small MFG.

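The rank test described in the legend was repeated on genus counts divided by DESeq2 size factors, with 7 or 8 rats a group (exact two-sided Wilcoxon, Benjamini-Hochberg over the 6 pairs). The median normalized count of *Alistipes* was 1453 in UBD + large MFG, 676 in UBD, 662 in UBD + small MFG and 1338 in the control, and UBD + large MFG exceeded UBD (exact adjusted p = 0.0410). *Anaerotignum* had medians of 36.0 in UBD + large MFG, 104 in UBD, 179 in UBD + small MFG and 100 in the control, and UBD + large MFG lay below each other group (exact adjusted p = 0.0118 for each). For *Flintibacter* the medians were 1357 in UBD + small MFG, 623 in UBD, 692 in UBD + large MFG and 565 in the control; UBD + small MFG exceeded the control and UBD (exact adjusted p = 0.00886 for both) and UBD + large MFG (0.0280). *Ligilactobacillus* had medians of 3.29 in UBD + large MFG and 23.6 in UBD (exact adjusted p = 0.0445). The paper picked these genera from the same rats because they differed between the UBD groups. The p values, adjusted over the pairs of groups and not over all genera, are therefore not independent evidence.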

Table 1A. FA composition in the serum. Values are in mol% ($\pm$ SD).

FA	Control	UBD	UBD+small	UBD+large
**SFA**				
C12:0 Lauric acid	0.09 ^a (0.04)	0.15 ^a (0.1)	0.07 ^a (0.07)	0.06 ^a (0.04)
C14:0 Myristic acid	0.5 ^b (0.08)	0.77 ^a (0.27)	0.39 ^b (0.17)	0.64 ^{ab} (0.08)
C15:0 Pentadecanoic acid	0.24 (0.08)	0.25 (0.06)	0.24 (0.28)	0.28 (0.12)
C16:0 Palmitic acid	16.50 ^b (0.6)	18.67 ^a (0.7)	17.29 ^b (1.8)	19.10 ^a (0.85)
C18:0 Stearic acid	19.08 ^a (1.3)	12.96 ^b (0.97)	12.51 ^b (1.3)	12.50 ^b (1.0)
C20:0 Arachidic acid	0.09 ^b (0.6)	0.15 ^{ab} (0.05)	0.19 ^a (0.06)	0.08 ^b (0.08)
**MUFA**				
C16:1n7 Palmitoleic acid	2.34 ^a (0.34)	0.69 ^b (0.18)	0.50 ^b (0.24)	1.01 ^b (0.05)
C18:1n9 Oleic acid	12.23 ^a (0.88)	8.51 ^b (0.97)	10.02 ^b (1.9)	10.08 ^b (2.1)
C18:1n7 cis-Vaccenic acid	2.5 (0.19)	1.3 (0.17)	1.29 (0.05)	1.46 (0.27)
C20:1n9 Gondoic acid	0.18 ^a (0.05)	0.15 ^a (0.05)	0.12 ^a (0.06)	0.17 ^a (0.12)
C24:1 Nervonic acid	0.33 (0.2)	0.14 (0.03)	0.23 (0.1)	0.28 (0.17)
**PUFA**				
C18:2n6 Linoleic acid	12.87 ^c (1.8)	27.50 ^b (1.2)	32.21 ^a (4.5)	26.42 ^b (2.3)
C18:3n6 γ -Linolenic acid	0.53 ^a (0.23)	0.38 ^a (0.11)	0.32 ^a (0.16)	0.56 ^a (0.26)
C18:3n3 α -Linolenic acid	0.39 ^c (0.1)	0.77 ^b (0.12)	1.34 ^a (0.55)	0.81 ^b (0.24)
C20:4n6 Arachidonic acid	27.67 ^a (1.6)	24.19 ^b (0.79)	20.58 ^c (3.8)	23.19 ^{bc} (2.3)
C20:5n3 Eicosapentaenoic acid	0.48 (0.9)	0.24 (0.04)	0.22 (0.1)	0.33 (0.17)
C22:4n6 Docosatetraenoic acid	0.29 (0.07)	0.32 (0.04)	0.25 (0.05)	0.35 (0.25)
C22:6n3 Docosahexaenoic acid	3.08 ^a (0.23)	2.46 ^b (0.17)	1.9 ^c (0.1)	2.23 ^{bc} (0.38)
Total SFA	35.98 ^a (1.8)	32.95 ^b (0.96)	30.69 ^c (1.1)	32.61 ^{bc} (0.96)
Total MUFA	17.46 ^a (1.05)	10.78 ^b (1.2)	12.16 ^b (0.8)	11.96 ^b (1.8)
Total PUFA	46.56 ^b (2.2)	56.26 ^a (1.3)	57.14 ^a (1.0)	54.65 ^a (2.4)
Total n-6 PUFA	42.04 ^b (2.6)	52.39 ^a (1.2)	53.14 ^a (2.6)	50.95 ^a (1.17)
Total n-3 PUFA	4.52 ^a (0.39)	3.87 ^b (0.21)	3.81 ^b (0.2)	3.70 ^b (0.32)
n-6 to n-3 ratio	9.4 ^b :1 (1.2)	13.5 ^a :1 (0.76)	13.9 ^a :1 (0.8)	13.9 ^a :1 (1.8)

Table 1B. FA composition in the liver. Values are in mol%, mean ($\pm$ SD).

FA	Control	UBD	UBD+small	UBD+large
**SFA**				
C12:0 Lauric acid	0.06 ^a (0.03)	0.29 ^a (0.19)	0.3 ^a (0.45)	0.27 ^a (0.29)
C14:0 Myristic acid	0.69 ^a (0.13)	1.1 ^a (0.45)	1.13 ^a (0.2)	1.08 ^a (0.22)
C16:0 Palmitic acid	22.71 ^a (2.2)	19.38 ^b (1.1)	20.36 ^b (1.4)	20.19 ^b (1.4)
C18:0 Stearic acid	21.06 ^a (2.1)	14.29 ^b (1.6)	13.82 ^b (2)	13.16 ^b (1.6)
C20:0 Arachidic acid	0.05 ^a (0.03)	0.06 ^a (0.03)	0.07 ^a (0.01)	0.04 ^a (0.02)
C22:0 Docosanoic acid	0.07 ^a (0.03)	0.08 ^a (0.07)	0.06 ^a (0.04)	0.04 ^a (0.02)
**MUFA**				
C16:1n7 Palmitoleic acid	3.2 ^a (0.8)	0.84 ^b (0.29)	0.78 ^b (0.15)	1.05 ^b (0.43)
C18:1n9 Oleic acid	15.65 ^a (2.2)	11.8 ^b (1.7)	13.36 ^{ab} (1.2)	14.02 ^{ab} (1.4)
C18:1n7 cis-Vaccenic acid	3.34 ^a (0.24)	1.6 ^b (0.09)	1.7 ^b (0.14)	1.8 ^b (0.09)
C20:1n9 Gondoic acid	0.14 ^a (0.06)	0.13 ^a (0.03)	0.15 ^a (0.04)	0.12 ^a (0.03)
**PUFA**				
C18:2n6 Linoleic acid	10.05 ^b (1.2)	29.81 ^a (1.8)	28.48 ^a (2.7)	29.81 ^a (1.9)
C18:3n6 γ -Linolenic acid	0.25 ^b (0.05)	0.67 ^a (0.16)	0.59 ^a (0.13)	0.71 ^a (0.19)
C18:3n3 α -Linolenic acid	0.29 ^b (0.06)	1.4 ^a (0.22)	1.36 ^a (0.25)	1.43 ^a (0.2)
C20:2n6 Eicosadienoic acid	0.25 ^b (0.08)	0.48 ^a (0.04)	0.46 ^a (0.08)	0.48 ^a (0.08)
C20:4n6 Arachidonic acid	19.99 ^a (1.9)	13.33 ^b (1.5)	12.57 ^b (1.9)	12.1 ^b (1.6)
C20:5n3 Eicosapentaenoic acid	0.26 ^a (0.08)	0.2 ^a (0.05)	0.19 ^a (0.01)	0.2 ^a (0.03)
C22:4n6 Docosatetraenoic acid	0.26 ^b (0.03)	0.46 ^a (0.07)	0.48 ^a (0.3)	0.4 ^a (0.03)
C22:6n3 Docosahexaenoic acid	4.06 ^a (0.3)	3.59 ^{ab} (0.34)	3.47 ^{ab} (0.56)	3.35 ^b (0.59)
Total SFA	44.66 ^a (1)	35.22 ^b (1.9)	35.76 ^b (2.2)	36.33 ^b (1.4)
Total MUFA	22.33 ^a (3.1)	14.37 ^b (1.9)	15.97 ^b (1.3)	18.46 ^b (1.7)
Total PUFA	32.44 ^b (3.1)	49.97 ^a (1.3)	47.81 ^a (1.3)	44.76 ^a (1.2)
Total n-6 PUFA	27.63 ^b (2.8)	44.37 ^a (1.3)	42.36 ^a (1.3)	39.53 ^a (1.1)
Total n-3 PUFA	4.63 ^b (0.34)	5.2 ^a (0.22)	5.03 ^{ab} (0.42)	4.84 ^{ab} (0.41)
n-6 to n-3 ratio	5.9 ^b :1 (0.37)	8.5 ^a :1 (0.52)	8.4 ^a :1 (0.84)	8.1 ^a :1 (0.73)

Total n-6 PUFA and dependent values off

Table 1C. FA composition in the adipose tissue. Values are in mol% ($\pm$ SD).

FA	Control	UBD	UBD+small	UBD+large
**SFA**				
C8:0 Caprylic acid	0.20 ^a (0.05)	0.11 ^b (0.05)	0.14 ^{ab} (0.06)	0.08 ^b (0.04)
C10:0 Capric acid	0.05 ^a (0.02)	0.05 ^a (0.01)	0.05 ^a (0.01)	0.06 ^a (0.03)
C12:0 Lauric acid	0.19 ^b (0.01)	0.20 ^b (0.03)	0.25 ^{ab} (0.03)	0.23 ^a (0.03)
C14:0 Myristic acid	2.07 ^a (0.1)	1.84 ^a (0.18)	1.92 ^a (0.23)	1.93 ^a (0.18)
C16:0 Palmitic acid	30.03 ^a (1.0)	26.34 ^b (1.8)	25.88 ^b (1.8)	26.73 ^b (1.4)
C18:0 Stearic acid	3.70 (0.25)	5.51 (0.93)	4.59 (0.75)	4.65 (0.82)
C20:0 Arachidic acid	0.09 ^c (0.03)	0.21 ^a (0.04)	0.15 ^b (0.03)	0.15 ^b (0.03)
C24:0 Lignoceric acid	0.05 (0.03)	0.05 (0.05)	0.07 (0.03)	0.09 (0.06)
**MUFA**				
C16:1n7 Palmitoleic acid	10.44 ^a (0.7)	4.12 ^b (0.77)	4.47 ^b (1.0)	4.95 ^b (0.96)
C18:1n9 Oleic acid	32.84 ^a (1.3)	24.83 ^c (1.3)	26.4 ^c (1.7)	28.79 ^b (0.8)
C18:1n7 cis-Vaccenic acid	3.77 (0.61)	3.14 (1.48)	1.62 (1.6)	0.42 (0.09)
C20:1n9 Gondoic acid	0.14 ^a (0.02)	0.16 ^a (0.04)	0.13 ^a (0.02)	0.15 ^a (0.03)
**PUFA**				
C18:2n6 Linolelaidic acid	0.14 ^b (0.07)	0.10 ^b (0.07)	0.12 ^b (0.08)	0.35 ^a (0.05)
C18:2n6 Linoleic acid	13.7 ^b (1.01)	29.87 ^a (2.2)	30.39 ^a (2.6)	27.71 ^a (1.8)
C18:3n6 γ -Linolenic acid	0.12 (0.01)	0.07 (0.01)	0.13 (0.05)	0.36 (0.15)
C18:3n3 α -Linolenic acid	1.16 ^c (0.09)	2.12 ^b (0.19)	2.46 ^a (0.3)	2.14 ^b (0.23)
C20:4n6 Arachidonic acid	0.73 ^a (0.09)	0.83 ^a (0.25)	0.77 ^a (0.18)	0.76 ^a (0.43)
C20:5n3 Eicosapentaenoic acid	0.06 (0.02)	0.03 (0.01)	0.04 (0.01)	0.03 (0.01)
C22:4n6 Docosatetraenoic acid	0.15 ^a (0.06)	0.14 ^a (0.05)	0.14 ^a (0.04)	0.14 ^a (0.08)
C22:6n3 Docosahexaenoic acid	0.18 ^a (0.07)	0.14 ^a (0.06)	0.11 ^a (0.05)	0.14 ^a (0.07)
Total SFA	36.42 ^a (1.3)	34.33 ^{ab} (2.2)	33.06 ^b (2.3)	33.94 ^{ab} (1.4)
Total MUFA	47.2 ^a (0.95)	32.27 ^c (0.1)	32.64 ^c (1.1)	34.32 ^b (1.4)
Total PUFA	16.37 ^b (0.1)	33.39 ^a (2.4)	34.29 ^a (2.7)	31.73 ^a (2.2)
Total n-6 PUFA	14.87 ^b (0.9)	31.02 ^a (2.3)	31.57 ^a (2.5)	29.34 ^a (2.1)
Total n-3 PUFA	1.41 (0.07)	2.30 (0.22)	2.63 (0.28)	2.32 (0.24)
n-6 to n-3 ratio	10.5 ^c :1 (0.6)	13.5 ^a :1 (1.3)	12 ^b :1 (0.86)	12.7 ^{ab} :1 (1.1)

Table 1D. FA composition in the bone marrow. Values are in mol% ($\pm$ SD).

FA	Control	UBD	UBD+small	UBD+large
**SFA**				
C10:0 Capric acid	0.04 ^a (0.03)	0.08 ^a (0.04)	0.08 ^a (0.04)	0.04 ^a (0.02)
C12:0 Lauric acid	0.28 ^b (0.28)	0.4 ^{ab} (0.12)	0.54 ^a (0.12)	0.43 ^{ab} (0.05)
C13:0 Tridecylic acid	0.05 (0.01)	0.04 (0.02)	0.05 (0.04)	0.04 (0.01)
C14:0 Myristic acid	2.51 ^{ab} (0.12)	2.09 ^b (0.2)	2.71 ^a (0.24)	2.46 ^{ab} (0.17)
C15:0 Pentadecanoic acid	0.27(0.05)	0.17 (0.01)	0.25 (0.08)	0.2 (0.02)
C16:0 Palmitic acid	24.08 ^a (1.7)	20.69 ^b (1.01)	21.7 ^b (0.88)	21.17 ^b (1.3)
C17:0 Heptadecenoic acid	0.17 ^a (0.02)	0.14 ^a (0.02)	0.14 ^a (0.01)	0.13 ^a (0.02)
C18:0 Stearic acid	6.45 (2.1)	5.21 ((0.77)	5.03 (0.65)	4.69 (0.74)
C20:0 Archidic acid	0.05 ^a (0.02)	0.09 ^a (0.03)	0.07 ^a (0.02)	0.09 ^a (0.08)
**MUFA**				
C14:1 Myristoleic acid	0.59 ^a (0.12)	0.38 ^c (0.05)	0.51 ^{ab} (0.09)	0.42 ^{bc} (0.08)
C15:1 Cis-10-Pentadecenoic acid	0.08 (0.07)	0.04 (0.01)	0.07 (0.04)	0.04 (0.01)
C16:1n7 Palmitoleic acid	13.6 ^a (2.4)	9.28 ^b (0.9)	9.88 ^b (1.5)	9.29 ^b (1.2)
C17:1 cis-10-Heptadecenoic acid	0.24 (0.05)	0.18 (0.05)	0.19 (0.01)	0.18 (0.03)
C18:1n9 Oleic acid	27.04 ^a (2.1)	23.86 ^b (0.97)	23.81 ^b (1.1)	25.62 ^{ab} (1.1)
C18:1n7 cis-Vaccenic acid	3.33 (0.67)	1.76 (0.37)	1.77 (0.2)	1.93 (0.35)
C20:1n9 Gondoic acid	0.22 ^a (0.1)	0.19 ^a (0.04)	0.2 ^a (0.06)	0.2 ^a (0.05)
**PUFA**				
C18:2n6 Linolelaidic acid	0.07 (0.03)	0.13 (0.13)	0.11 (0.03)	0.07 (0.01)
C18:2n6 Linoleic acid	13.01 ^b (0.8)	28.48 ^a (1.5)	26.45 ^a (1.2)	27.2 ^a (1.1)
C18:3n6 γ -Linolenic acid	0.19 (0.06)	0.16 (0.01)	0.15 (0.02)	0.16 (0.07)
C18:3n3 α -Linolenic acid	0.90 ^c (0.08)	1.99 ^a (0.14)	1.94 ^{ab} (0.15)	1.8 ^b (0.09)
C20:2n6 Eicosadienoic acid	0.46 ^a (0.16)	0.46 ^a (0.1)	0.4 ^a (0.07)	0.38 ^a (0.08)
C20:4n6 Arachidonic acid	4.47 (1.1)	2.99 (0.61)	2.89 (0.39)	2.51 (0.43)
C20:5n3 Eicosapentaenoic acid	0.11 ^a (0.02)	0.06 ^b (0.02)	0.06 ^b (0.02)	0.05 ^b (0.01)
C22:2n6 Docosadienoic acid	0.42 (0.36)	0.18 (0.18)	0.09 (0.05)	0.09 (0.07)
C22:4n6 Docosatetraenoic acid	0.54 (0.19)	0.35 (0.06)	0.34 (0.04)	0.34 (0.06)
C22:6n3 Docosahexanoic acid	0.52 (0.27)	0.29 (0.13)	0.27 (0.06)	0.23 (0.07)
Total SFA	33.92 ^a (3.2)	28.95 ^b (1.4)	30.61 ^b (1.4)	29.27 ^b (1.9)
Total MUFA	45.12 (4.3)	35.71 (1.1)	36.45 (1.9)	37.71 (1.7)
Total PUFA	20.94 ^c (1.5)	35.32 ^a (1.2)	32.92 ^b (1.3)	33.0 ^b (1.4)
Total n-6 PUFA	18.73 ^c (1.2)	32.31 ^a (1.1)	30.05 ^b (1.1)	30.4 ^b (1.3)
Total n-3 PUFA	1.54 ^b (0.2)	2.35 ^a (0.15)	2.28 ^a (0.18)	2.08 ^a (0.15)
n-6 to n-3 ratio	12.2 ^c :1 (1.2)	13.7 ^{ab} :1 (0.8)	13.1 ^{bc} :1 (0.6)	14.5 ^a :1 (0.7)

How the deposited data were processed for this re-analysis (not part of the article)

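The deposited counts of read pairs per amplicon sequence variant (ASV) and rat, made by the authors with DADA2 from the V4 region, and the names given by DECIPHER with the RDP training set were used as they are, with no rat left out and no count corrected. The ASV numbers have gaps, and the sources do not state what accounts for them. Counts were summed by genus name; ASVs without one were summed by their lowest named rank, kept for library sizes and normalization, and tested apart (25 such taxa, 14 with at least 50 counts). The text calls a taxon by the name in the authors' table, and "no domain" where no rank was assigned.

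Genera with at least 50 counts over the 30 rats, and ASVs with at least 10 counts in at least 7 rats, were tested in 1 edgeR quasi-likelihood fit of the 4 groups with TMM normalization (R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, vegan 2.7.1; the submitters' notes name DESeq2 1.36.0). All tests are two-sided. A call needs a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction; both thresholds are the paper's. The paper's text gives its minimum only as counts of at least 50; it was read here as a total over the 30 rats, and a mean of 50 was tried as an alternative. Shares, phyla and the Shannon index were compared with the exact Wilcoxon rank sum test, adjusted over the 6 pairs of groups. Community distances were tested by PERMANOVA with 9999 permutations, Holm-adjusted over the 6 pairs. The paper's weighted UniFrac needs ASV sequences and a tree, which are not used here, and Bray-Curtis on ASV shares was set in its place before the data were examined. Where a group has no counts, the fold is a bound against 3 counts over the group; with 1 to 3 counts, a ratio with its 95% counting interval is given.

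The median log2 fold change of all tested taxa was not 0. With TMM it was −0.29 for UBD, −0.05 for UBD + small MFG and −0.20 for UBD + large MFG against the control, and 0.13, −0.05 and −0.11 for UBD + small MFG against UBD, UBD + large MFG against UBD and UBD + large MFG against UBD + small MFG. With library sizes alone the same medians were −0.10, 0.04, −0.23, 0.05, −0.26 and −0.21, and with TMMwsp −0.37, −0.27, −0.26, 0.02, −0.01 and 0.06. Differences of this size are within the choice of scaling.

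Genera and ASVs named in the text follow a rule set before the data were examined, when the paper's figures had been seen: every genus and phylum that the paper names in its microbiome results; for each comparison the 10 called genera with the largest change and a mean share of at least 0.1% in a group; the 5 taxa without a genus name and the 3 ASVs per direction with the smallest adjusted p; and at most 4 members of each list. ASVs singled out within *Anaerotignum*, *Alistipes* and *Flintibacter*, and families, were chosen after their values were seen. The lists, written before the data were examined, are lactobacilli, Muribaculaceae genera, mucin-associated genera, hydrogen sulfide producers, Sutterellaceae, Erysipelotrichia, butyrate producers (with *Anaerotignum* as a fermenter), plant fibre degraders, Eggerthellaceae, bifidobacteria, Enterobacteriaceae, raw milk bacteria and reagent contaminants. List sums were adjusted over the lists of a comparison.

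The rat numbers start with 1 or 2 in every group. Because the paper kept 2 cages per group, this digit was tried as a possible cage in alternative fits, without knowing that it is one. The replicate block instead matches rats of different groups that share a number. No source states that such rats were paired, so a result lost under this block says nothing on cage. Counts were also simulated with these totals and rats for 60 taxa (genera and taxa without a genus name), with the adjustment over all 60. False calls made up at most 6.78% of the calls in any comparison, each value from 5 draws. The rats were drawn as independent, without cages, so this does not show the share of false calls where rats share a cage. No 2 rats of a group have identical counts.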

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

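The tests with thinned counts and with the first digit of the rat number, the test of dilution and the splits of the rats into other groups were chosen only after the result was seen; the tests of single rats, of rare ASVs, of a few Firmicutes ASVs and of depth for Firmicutes were chosen before.

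A taxon named only to the class Clostridia differed between the supplements as well as from the control. Against UBD its log2 fold change in UBD + large MFG was −3.10 (standard error 0.69, adjusted p = 0.00463 from edgeR) and against UBD + small MFG −2.61 (0.67, 0.0112 from edgeR), and 8 of 8 rats of UBD + small MFG and 7 of 8 of UBD lay above every rat of UBD + large MFG. With rats lying apart in this way, unequal depth or single high rats alone do not account for it. With every rat thinned to the smallest total the exact p against UBD + small MFG was 0.000311. Without the highest rat of UBD or of UBD + small MFG the larger exact p was 0.00233. Thinning leaves the expected shares as they were, and both p values add little to the separation of the rats. Cage cannot be told apart from diet. The lowest mean of rats sharing a first digit in UBD and UBD + small MFG was 4.20 times the highest in UBD + large MFG. However, 2 of 6 such sets give a p of 0.133 at the smallest. With the first digit as random block, ASV246, almost all of this taxon, stayed lower with large MFG. Its log2 fold change was −3.76 against UBD and −3.45 against UBD + small MFG (adjusted p = 0.000142 and 0.00127 from limma). That fit takes 1 correlation for all ASVs, and the digit is not known to be the cage. An effect of the large-globule supplement on this taxon stays open, since the cage of each rat is not named. The 2 supplements also differ in protein, lactose, fat level and fatty acids.

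The share of ASVs with no domain was lower in the UBD groups than in the control by the exact Wilcoxon test, and in edgeR no group was called (−0.75, −0.71 and −0.34). Rare sequences of single rats are not the main cause. Of the difference between the control and UBD, 88.1% lies in ASVs seen in at least 10 rats. Such ASVs hold 96.0% of the counts with no domain, so this was close to given, and ASVs seen in 1 rat hold 1.29%. Chimeras that recur in many rats are not excluded by this. The ASVs with no domain did not fall alike, since 32 of them were called higher in UBD than in the control and 22 lower. Dilution alone would lower all of them alike, so it does not account for the single ASVs. How much of the fall of their summed share comes from dilution by other taxa was not tested and stays open. What these sequences are stays open, and no biological explanation beyond the diet was tested.

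Firmicutes held a smaller share in UBD + large MFG than in UBD (−9.13 points) and in UBD + small MFG (−10.0 points) with ASVs of at least 1% of a rat's counts, and with all ASVs (−11.4 and −13.8 points), on which the tests were run. A few abundant ASVs are excluded as the whole cause and hold part of the difference: without the 5 Firmicutes ASVs with the highest mean share it was −7.34 points from UBD and −8.95 points from UBD + small MFG (larger exact p 0.0289). Depth alone does not account for it. The 8 rats of these groups with totals inside the range of UBD + large MFG all held more Firmicutes than every rat of UBD + large MFG. The exact p of 0.000311 adds nothing to this, since all rats of these groups lay above and any 8 would give it. Cage cannot be told apart from diet: the 6 other sets of rats sharing a first digit lay at least 8.80 points above both sets of UBD + large MFG, and 2 of 8 sets give a two-sided p of 0.0714 at the smallest. An effect of the supplement stays open as a hypothesis.

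Further differences between the UBD groups were seen in *Flintibacter* (1.11 for UBD + small MFG against UBD and −1.17 for UBD + large MFG against UBD + small MFG) and *Anaerotignum* (−2.07 for UBD + large MFG against UBD + small MFG), on the log2 scale from edgeR. The first was called under 6 of 17 other settings and not with the first digit as random block or the replicate block, the second under 11 and the third under 13. These counts include the setting with no fold threshold, which could not lose a call.

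Among taxa without a genus name, which the paper left out, these exceeded the control: unnamed Clostridia (0.290% in UBD, 0.196% in UBD + small MFG, 0.0299% in UBD + large MFG), unnamed Bacteroidaceae (10.7% in UBD, 11.1% in UBD + large MFG), ASVs named only as Bacteria (1.65% in UBD, 1.68% in UBD + small MFG) and unnamed Desulfovibrionales (0.00876%, 0.0109% and 0.00350% in the 3 UBD groups, with no counts in the control).

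The splits take each rat as independent of its cage. On that condition chance can be excluded for the genera that edgeR called against the control. These were UBD 21 (highest of the other splits 8), UBD + small MFG 20 (7) and UBD + large MFG 18 (9), each reached in 1 of 100 splits, the real one. Chance cannot be excluded for the genera called between UBD + small MFG and UBD (1, highest other 4, 16 of 100 splits gave as many). The same holds between the supplemented groups (2, highest other 4, 6 of 100). Between UBD + large MFG and UBD edgeR called 0, which all 100 splits reach, so the splits decide nothing there. The highest other split called 10, 8 genera had an unadjusted p under 0.05 from edgeR, and DESeq2 called 3. For ASVs chance can be excluded against the control on the same condition (144, 118 and 106, highest other 50, 27 and 30, 1 of 100 each). It cannot be excluded for UBD + small MFG against UBD (2, highest other 5, 5 of 100). For UBD + large MFG against UBD + small MFG (8, highest other 5, 1 of 100) chance is excluded only if rats are independent of their cage, as these splits assume. The count was 2 with the first digit as random block. It was 0 with the replicate block, which matches rats of different groups by number and does not test cage. For UBD + large MFG against UBD it is excluded only at a share of 2 of 100 splits: 1 other split called 13 ASVs, more than the real 8, and the count was 3 with library size only and 2 with the replicate block.

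Single rats lay far from the others of their group in 37 of 176 groups of values, by the gap to the nearest rat over the range of the group. The limits used give about 1 in 20, or 8.8, for normally distributed values. Many of these shares are near 0 with 1 rat above the rest, so 8.8 is not the number due to chance here. Groups in which all rats had the same value are among the 176 and could not be flagged. In the control these were rat 11 for Actinobacteria (0.0982%), *Clostridium* XVIII (0.194%), *Desulfovibrio* (0.461%) and *Bifidobacterium* (0.00545%); rat 12 for *Fournierella* (0.0536%) and *Faecalibaculum* (0.0443%); rat 23 for *Clostridium* XlVa (0.243%), unnamed Clostridia (0.00195%) and unnamed Bacteroidaceae (2.29%); and rat 24 for *Intestinimonas* (0.299%; mean of the others 0.0234%). In UBD they were rat 11 for the number of ASVs seen (581) and *Intestinimonas* (0.0126%); rat 14 for *Frisingicoccus* (0.0117%) and *Limosilactobacillus* (0.0380%); rat 21 for *Turicibacter* (0.465%), *Lactobacillus* (1.05%) and *Faecalibaculum* (4.95%; mean of the others 0.588%); rat 22 for *Holdemania* (0.0251%) and *Ruthenibacterium* (3.25%; mean of the others 0.101%); and rat 23 for *Paramuribaculum* (0.157%; mean of the others 0.00254%).

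In UBD + small MFG they were rat 11 for *Fournierella* (0.00758%), rat 12 for *Bifidobacterium* (0.0357%), rat 13 for *Paramuribaculum* (0.0147%), rat 21 for *Turicibacter* (0.571%; mean of the others 0.0449%) and rat 24 for *Ruthenibacterium* (0.620%). In UBD + large MFG they were rat 11 for *Schaedlerella* (0.0303%); rat 12 for *Bilophila* (0.947%; mean of the others 0.144%), *Ruthenibacterium* (0.379%), *Anaerotruncus* (0.0145%) and *Alistipes* (9.01%); rat 13 for *Limosilactobacillus* (0.00320%); rat 22 for *Paramuribaculum* (0.0258%) and *Bifidobacterium* (0.0373%); rat 23 for *Holdemania* (0.0123%); and rat 24 for *Mucispirillum* and with it Deferribacteres (6.89%) and for *Clostridium* XlVa (0.679%). No technical cause was tested for single rats, and all were kept.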

How the results depend on the processing

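Fits with the taxa without a genus name left out before DESeq2 size factors, and values with the ASVs with no domain left out, were chosen after seeing the data; the others were set before. Weighted UniFrac, unweighted UniFrac and the rooting of the tree were not run, since no ASV sequences were used. Leaving aside the fits without 1 rat and the tests with 2 values a group, 233 values of the main results kept their direction and their side of the threshold (for counts, stayed within 1.5 times); those that did not follow. Except where fewer rats, taxa or values were tested, the cause was not tested.

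Genera called against the control were 13 (UBD), 13 (UBD + small MFG) and 11 (UBD + large MFG) with a mean count of at least 50, 5 of them lower in all 3 groups, because fewer genera were tested. Sums by first digit, which leave 2 values a group, gave 9 for UBD and 4 lower in all 3; only rats with first digit 2 gave 9 for UBD + small MFG and 3 lower in all 3. For UBD + small MFG against UBD, DESeq2 with 2 groups only called 2 and these called 0: library size only, TMMwsp, no filter, 2 groups only, exact Wilcoxon on shares, first digit as random block, sums by first digit, replicate block, taxa without a genus name left out before normalization, thinned counts, and only rats with first digit 1 or 2. For UBD + large MFG against UBD, 3 were called by DESeq2 with all groups, with 2 groups only and with taxa without a genus name left out before size factors, and by edgeR with a mean count of at least 50 or with these taxa left out before normalization. Between the supplemented groups TMMwsp called 1, and 2 groups only, exact Wilcoxon, sums by first digit and only rats with first digit 1 or 2 called 0.

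ASVs called against the control were 266, 228 and 218 with a total count of at least 50, where more ASVs were tested; 138, 113 and 104 of those called with the higher minimum were among them. That setting gave 6 for UBD + small MFG against UBD and 14 for UBD + large MFG against UBD; DESeq2 with all groups gave 14, 19 and, between the supplemented groups, 32. The first digit as random block gave 0 for UBD + small MFG against UBD and 2 between the supplemented groups, the replicate block 0, 2 (UBD + large MFG against UBD) and 0, and library size only 3 for UBD + large MFG against UBD.

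The Shannon index of genus sums was higher than in the control in UBD (0.0925) and UBD + small MFG (0.102), the reverse of the ASV values, as was the number of ASVs after thinning (26.7 and 42.1); for UBD + large MFG these gave −0.0254 and −7.86 and did not pass. Nor did the inverse Simpson index (−11.9), the replicate block (−0.243) or ASVs with no domain left out (−0.226). Means by first digit leave 2 values a group and an exact p of 0.333 at the smallest, so they could not pass and say nothing on these tests. Their differences for UBD + large MFG were −0.220 in the index from the control, 14.4 points in Bacteroidetes from the control, −6.19, −8.96 and −9.83 points in Firmicutes from the control, UBD and UBD + small MFG, and 2.36 points in Deferribacteres from the control. With the replicate block, UBD + large MFG and the control share 6 rat numbers, and the smallest unadjusted exact p is 0.0313. The index was lower in UBD + large MFG at all 6 numbers and reached this p. Only the adjustment over the 6 pairs of groups put it above 0.05.

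For phyla, values from edgeR are log2 fold changes, and all others are differences of shares in percentage points. Bacteroidetes in UBD + large MFG passed against UBD and UBD + small MFG with all ASVs (9.30 and 9.68 points) and as a share of the counts with a domain (14.6 and 15.7), and against the control did not pass with edgeR on phylum counts (0.27) or the replicate block (14.6). With edgeR the signs reversed for UBD (−0.0400) and UBD + small MFG (−0.0187) against the control and between these 2 (0.0212). Firmicutes in UBD + large MFG did not pass against the control, UBD and UBD + small MFG with ASVs of a mean share of at least 1% (−0.252, −3.76 and −4.28) or the replicate block (−6.90, −6.88 and −7.86). In UBD and UBD + small MFG against the control their sign reversed with edgeR (−0.28 and −0.10) and as a share of the counts with a domain (−5.32 and −2.43). Deferribacteres in UBD and UBD + small MFG passed against the control with all ASVs (1.35 and 1.45), a mean share of at least 1% (1.33 and 1.43), edgeR (5.22 and 5.36) and as a share of the counts with a domain (1.75 and 1.84); in UBD + large MFG the replicate block (2.36) did not pass. Proteobacteria reversed with a mean share of at least 1%: UBD + small MFG 1.56 and UBD + large MFG 1.23 against the control, 0.344 and 0.0127 against UBD, and −0.332 between them. The 2 differences from the control then passed (exact adjusted p = 0.000932 and 0.00233), and so did that of UBD (1.21, exact adjusted p = 0.000932). Bacteroidetes in UBD also passed against the control with this setting (7.22, exact adjusted p = 0.0280).

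*Alistipes* as a share of the counts with a genus name reversed in UBD + large MFG against the control (−0.493 points) and did not pass against UBD (3.51 points). With edgeR, on the log2 scale, *Alistipes* (1.12), *Anaerotignum* (−1.54) and *Ligilactobacillus* (−2.70) did not pass against UBD, nor *Anaerotignum* (−1.13) against the control. By PERMANOVA, UBD + large MFG passed against UBD (11.0%) and UBD + small MFG (10.4%) with the Aitchison distance, and against UBD + small MFG on genus sums (16.7%). Against the control the replicate block did not pass (40.1%, 36.5% and 40.1%; Holm-adjusted p = 0.0938, 0.0938 and 0.125), although the unadjusted p was the smallest that 7, 7 and 6 shared rat numbers allow (0.0156, 0.0156 and 0.0313); only the adjustment over the 6 pairs puts it above 0.05. Sums by first digit (74.2%, 75.1% and 69.7%) leave 2 values a group and could not pass.

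Leaving out 1 rat at a time gave 17 to 23 genera for UBD, 18 to 22 for UBD + small MFG and 16 to 21 for UBD + large MFG against the control, 9 to 11 lower in all 3 and 4 to 7 higher in all 3 (7 without UBD rat 12). It gave 0 to 2 for UBD + small MFG against UBD (changed without UBD rat 11, 12, 13, 14 or 21 or rat 11, 14, 21, 23 or 24 of UBD + small MFG), 0 to 4 for UBD + large MFG against UBD (UBD rat 11; rats 12, 13 and 22 of UBD + large MFG) and 0 to 2 between the supplemented groups (rats 23 and 24 of UBD + small MFG; rats 12, 14, 23 and 24 of UBD + large MFG). The Shannon difference of UBD + large MFG from the control was −0.247 to −0.181 (adjusted p 0.0140 to 0.0839), that of UBD −0.136 to −0.0640 and of UBD + small MFG −0.0899 to −0.00322. The ranges of phyla and genera that follow are differences of shares in percentage points, not log2 fold changes. Bacteroidetes in UBD + large MFG ranged over 13.0 to 16.0 against the control, 5.67 to 9.01 against UBD and 6.66 to 9.67 against UBD + small MFG (both past 0.05 without its rat 11), Firmicutes over −7.10 to −5.27, −10.4 to −6.88 and −11.3 to −7.86, and Deferribacteres over 1.41 to 2.54 against the control. *Alistipes* ranged over −0.353 (without rat 12 of UBD + large MFG) to 0.740 against the control and 1.36 to 2.45 against UBD, *Anaerotignum* in UBD + large MFG over −0.172 to −0.129, −0.328 to −0.242 and −0.468 to −0.366, *Flintibacter* in UBD + small MFG over 2.31 to 2.92 against the control, 1.84 to 2.44 against UBD and, with the sign turned, −2.87 to −2.26, and *Ligilactobacillus* over −0.112 to −0.0618. PERMANOVA gave 37.9% to 41.4%, 34.7% to 40.3% and 36.4% to 40.1% against the control, 8.45% to 11.6% for UBD + small MFG against UBD, 10.9% to 13.1% for UBD + large MFG against UBD (adjusted p 0.0414 without UBD rat 23) and 9.58% to 12.4% between the supplemented groups (0.0423 without rat 24 of UBD + small MFG).

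In simulations with the totals and numbers of these rats, 4-fold changes of ASVs were found in 32.8% to 48.4% of cases over the 6 comparisons. With 4 times the counts per rat the share was 32.4% to 48.8%, and with 2 times the rats 66.4% to 77.2%, so in these simulations the number of rats limited the calls of ASVs more than depth did. These 2 simulations were added after seeing the data.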

Differences from the paper's values

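The paper gives an adjusted p of 0.393 for the community of UBD against UBD + small MFG, from weighted UniFrac; with Bray-Curtis the Holm-adjusted p here is 0.118. Among the alternatives set before the data were examined, Bray-Curtis on genus sums (0.423) falls within 1.5 times of the paper's value, and the Aitchison distance (0.0646), the replicate block (0.164) and sums by first digit (1) do not. Both values lie on the same side of 0.05.

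The paper states that all other pairs of groups differ in community; here UBD + large MFG did not pass against UBD (Holm-adjusted p = 0.102) or UBD + small MFG (0.118). With the Aitchison distance both passed (0.0396), on genus sums the second (0.0321), and without UBD rat 23 or rat 24 of UBD + small MFG 1 each (0.0414 and 0.0423).

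At the paper's thresholds, with its minimum of 50 counts read as a total over the 30 rats, 56 of its 66 calls of a genus in a group against the control were called here, and 2 others that it does not list, *Negativibacillus* in UBD + large MFG (at least 24.3-fold lower, 12.3-fold without control rat 11) and *Clostridium* XVIII in UBD (−2.04); *Alistipes* was also called lower in UBD (−1.01). DESeq2 with 2 groups only called 64 of the 66, edgeR with 2 groups only 59, and DESeq2 with all groups, library size only, no fold threshold and taxa without a genus name left out before normalization 57 each. Other settings called fewer: TMMwsp and exact Wilcoxon 55 each, the first digit as random block 53, thinned counts 50, the replicate block 49, only rats with first digit 1 43, sums by first digit 37, a mean count of at least 50 36 and only rats with first digit 2 31.

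The 10 calls of the paper that edgeR did not make here are the following. *Lactobacillus* in UBD + small MFG (−1.82, adjusted p = 0.0908) was called by DESeq2 and edgeR with 2 groups only and by exact Wilcoxon. *Clostridium* XVIII in UBD + small MFG (−0.85, 0.352) was called in no setting. *Bacteroides* in UBD + small MFG (0.87, 0.0187) was called by DESeq2 with 2 groups only, with no fold threshold and with only rats of first digit 2. *Ruthenibacterium* in UBD + large MFG (2.37, 0.0562) was called by DESeq2 with all groups or 2 groups only, edgeR with 2 groups only, exact Wilcoxon, thinned counts, only rats of first digit 1, without rat 14, 22 or 23 of that group, and, chosen after seeing the values, DESeq2 with taxa without a genus name left out before size factors, which calls 55 of the 66. *Bifidobacterium* in UBD + small MFG (adjusted p = 0.0503) was called by DESeq2 and edgeR with 2 groups only, library size only, taxa without a genus name left out before normalization, and without control rat 11 or rat 14, 22, 23 or 24 of that group.

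*Clostridium* XlVa in UBD + small MFG (1.79, adjusted p = 0.0617 from edgeR) was called by DESeq2 with 2 groups only, exact Wilcoxon, the first digit as random block, and without control rat 23 or rat 13 of that group. *Lawsonibacter* in UBD + small MFG (1.16, 0.114) was called by DESeq2 with 2 groups only. *Adlercreutzia* in UBD + small MFG (1.52, 0.0821) was called by DESeq2 with all groups or 2 groups only, edgeR with 2 groups only, exact Wilcoxon, thinned counts, without rat 23 of that group, and by DESeq2 with taxa without a genus name left out before size factors, chosen after seeing the values. *Duncaniella* in UBD + large MFG (1.31, 0.0716) was called by DESeq2 with all groups or 2 groups only, exact Wilcoxon, thinned counts, and without control rat 12 or rat 12, 23 or 24 of that group. For *Anaerotignum* in UBD + large MFG the paper states a higher abundance than in the control in 1 place and a lower one in another; here it was lower (−1.13, adjusted p = 0.0716 from edgeR; exact adjusted p of the shares 0.0140), and no setting gave a higher abundance.

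Between UBD + large MFG and UBD the paper calls 3 genera, and edgeR called none (*Alistipes* 1.12, *Anaerotignum* −1.54, *Ligilactobacillus* −2.70; adjusted p = 0.0621 for each; 8 genera had an unadjusted p under 0.05). The exact Wilcoxon test on shares, adjusted over the 6 pairs of groups, passed for all 3, which the paper picked from these rats; adjusted over all genera it called none of them (exact adjusted p = 0.241, 0.172 and 0.241). DESeq2 with all groups or 2 groups only and edgeR with a mean count of at least 50 called all 3; without UBD rat 11 edgeR called all 3, without rat 13 of UBD + large MFG the first 2 and without its rat 22 the third. With taxa without a genus name left out before normalization edgeR called *Anaerotignum* (−1.93), *Ligilactobacillus* (−3.08) and *Bilophila* (−2.32), and so did DESeq2 with them left out before size factors, chosen after seeing the values. In its discussion the paper gives *Alistipes* as increased in UBD + large MFG against the control; here the log2 fold change was 0.11 (adjusted p = 0.781 from edgeR).

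The paper describes more Bacteroidetes in UBD + large MFG than in the other groups. With ASVs of at least 1% of a rat's counts the difference from UBD and UBD + small MFG did not pass here, and with all ASVs it did (9.30 and 9.68 points); so it did as a share of the counts with a domain, chosen after seeing the values. The paper describes Deferribacteres in all UBD groups and none above the minimum in the control, which holds here for group means, with the phylum at or above 1% in 13 of the 23 UBD rats.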

Other observations

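Within some genera, ASVs differed from the control in opposite directions. In *Anaerotignum*, ASV710 was present in every control rat and nearly absent in UBD (1 count, in rat 14; 346-fold lower, 95% counting interval 61.6 to 13689, and at least 101-fold lower without that rat), while ASV73 held 0.390 ± 0.199% in UBD against 0.133 ± 0.0495% in the control, so the genus sum hides opposite changes. The larger of the 2 exact p values for UBD against the control was 0.00932, in a test chosen only after the result was seen, on ASVs picked for this pattern, so it does not show that one replaced the other. In UBD + large MFG both ASVs were low (ASV710, with 1 count in rat 11, 287-fold lower than in the control, 51.2 to 11387, and at least 83.2-fold without that rat), and ASV73 did not differ from the control (exact adjusted p = 0.456). Within *Duncaniella* 3 of 4 tested ASVs were higher and 1 lower in UBD than in the control, within *Bacteroides* 5 and 1 of 11, within *Parabacteroides* 3 and 2 of 8 and within *Alistipes* 1 and 2 of 8.

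By mean share, UBD + large MFG had the fewest Lachnospiraceae, the least *Ligilactobacillus* and the least of the unnamed Clostridia among the UBD groups, while its ASVs of *Alistipes* included ASV261 at 0.143 ± 0.0617% and ASV38 at 0.395 ± 0.545%, the latter 1.35 ± 0.713% in the control. ASV121 of *Lactobacillus* was found in all 7 control rats at 0.250 ± 0.268% and in no rat of UBD + large MFG, at least 182-fold lower (118-fold without control rat 11). ASV79, with no domain, held 0.00539% in the control and 0.369%, 0.520% and 0.949% in the 3 UBD groups. Unnamed Clostridiales were lower than in the control in UBD (−1.20, adjusted p = 0.0253 from edgeR) and UBD + large MFG (−1.57, 0.00570), unnamed Enterobacteriaceae in UBD + small MFG (−2.88, 0.0385) and unnamed Lactobacillaceae in UBD + large MFG (−3.92, 0.00570).

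Raw milk bacteria, of which *Streptococcus* had 50 counts or more, summed to 0.0119% in the control, 0.00604% in UBD, 0.00965% in UBD + small MFG and 0.00914% in UBD + large MFG. The means of both supplemented groups lay above that of UBD, and the differences did not pass (exact adjusted p = 0.821 and 0.915), on 17 to 25 counts a group, so carry-over from the supplements is not excluded. No UBD group passed against the control (exact adjusted p = 0.136, 0.469 and 0.516). Reagent contaminants had 1 count in the control and none in the UBD groups. Named Enterobacteriaceae held 0.00653% in the control and 0%, 0.00121% and 0.00268% in the UBD groups (exact adjusted p = 0.136, 0.451 and 0.973). The hydrogen sulfide producers had 1 genus higher in all 3 UBD groups and 1 lower in UBD + small MFG and UBD + large MFG, and the Sutterellaceae 1 higher in all 3 and 1 lower in UBD + small MFG, of 3 tested. The list of butyrate producers summed to less in UBD + large MFG than in UBD + small MFG (exact adjusted p = 0.0485), with 2 of 5 lower, *Flintibacter* and *Anaerotignum*. Within groups, the first digit of the rat number accounted for 27.2% of the Bray-Curtis variation in the control (exact p = 0.0286, the smallest possible), 18.1% in UBD (0.223), 14.2% in UBD + small MFG (0.515) and 24.9% in UBD + large MFG (0.0571).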
